# Estrogens decrease osteoclast number by attenuating mitochondria oxidative phosphorylation and ATP production in early osteoclast precursors

**DOI:** 10.1038/s41598-020-68890-7

**Published:** 2020-07-20

**Authors:** Ha-Neui Kim, Filipa Ponte, Intawat Nookaew, Serra Ucer Ozgurel, Adriana Marques-Carvalho, Srividhya Iyer, Aaron Warren, Nukhet Aykin-Burns, Kimberly Krager, Vilma A. Sardao, Li Han, Rafael de Cabo, Haibo Zhao, Robert L. Jilka, Stavros C. Manolagas, Maria Almeida

**Keywords:** Osteoporosis, Steroid hormones, Apoptosis, Bone

## Abstract

Loss of estrogens at menopause is a major cause of osteoporosis and increased fracture risk. Estrogens protect against bone loss by decreasing osteoclast number through direct actions on cells of the myeloid lineage. Here, we investigated the molecular mechanism of this effect. We report that 17β-estradiol (E_2_) decreased osteoclast number by promoting the apoptosis of early osteoclast progenitors, but not mature osteoclasts. This effect was abrogated in cells lacking Bak/Bax—two pro-apoptotic members of the Bcl-2 family of proteins required for mitochondrial apoptotic death. FasL has been previously implicated in the pro-apoptotic actions of E_2_. However, we show herein that FasL-deficient mice lose bone mass following ovariectomy indistinguishably from FasL-intact controls, indicating that FasL is not a major contributor to the anti-osteoclastogenic actions of estrogens. Instead, using microarray analysis we have elucidated that ERα-mediated estrogen signaling in osteoclast progenitors decreases “oxidative phosphorylation” and the expression of mitochondria complex I genes. Additionally, E_2_ decreased the activity of complex I and oxygen consumption rate. Similar to E_2_, the complex I inhibitor Rotenone decreased osteoclastogenesis by promoting osteoclast progenitor apoptosis via Bak/Bax. These findings demonstrate that estrogens decrease osteoclast number by attenuating respiration, and thereby, promoting mitochondrial apoptotic death of early osteoclast progenitors.

## Introduction

Estrogens protect the adult skeleton from bone loss by slowing the rate of bone remodeling and maintaining a focal balance between bone resorption and formation^1,2^. Estrogen deficiency has the opposite effects. Cell and biochemical studies have strongly suggested that the anti-remodeling effects of estrogens result from their ability to restrain the birth rate of osteoclasts and shorten their lifespan^2–4^. Furthermore, conditional deletion models of the estrogen receptor alpha (ERα)^5,6^, have functionally demonstrated that in females the protective effects of estrogens on trabecular bone are mediated via ERα signaling in cells of the osteoclast lineage^7,8^.

Osteoclasts are highly specialized multinucleated cells responsible for the resorption of the mineralized bone matrix. They arise from mononuclear precursors of the macrophage lineage. Upon stimulation by the macrophage colony-stimulating factor (M-CSF) and the receptor activator of nuclear factor kappa B ligand (RANKL)—the two indispensable stimuli for osteoclastogenesis—the precursors differentiate and fuse to form polykarions^9^. Notably, as the differentiation progresses the number and size of mitochondria and oxidative phosphorylation (OXPHOS) as well as glycolysis and lactate synthesis increase^10–12^.

RANKL prolongs the lifespan of both osteoclast progenitors and mature osteoclasts. Albeit, the survival of osteoclasts is limited by the activation of death pathways that overcome the RANKL-induced pro-survival signals^13^. All osteoclasts die a few days after they are formed, but the identity of the death pathways remains unknown. Activation of Bak and Bax—two pro-apoptotic members of the Bcl-2 family of proteins^14,15^—is indispensable for the permeabilization of the outer mitochondrial membrane and mitochondrial apoptotic cell death. The role of Bak and Bax in apoptosis is redundant and either one of them is sufficient to initiate the apoptosis cascade. Upon an apoptotic trigger Bak and Bax form channels within the outer mitochondrial membrane that permit release of proteins, such as cytochrome c, from mitochondria and consequent activation of the executioner caspases 3 and 7, leading to cell death^16^.

Kato and co-workers proposed earlier that the pro-apoptotic effect of estrogens on osteoclasts is mediated by an increase in FasL production by osteoclasts, causing the activation of the extrinsic death receptor pathway in an autocrine manner^7^. FasL binding to its receptor Fas initiates apoptosis by activating the initiator caspase 8, leading to cleavage and activation of the caspases 3 and 7 and rapid cell death. The extrinsic apoptotic pathway can also stimulate the mitochondrial pathway via caspase 8-mediated cleavage of BID, a pro-apoptotic BH3-only member of the Bcl-2 family, and generation of tBID^17^. The finding that mice lacking FasL or Fas are resistant to OVX-induced bone loss supported a role for Fas/FasL in the anti-osteoporotic actions of estrogens^7,18^. However, several laboratories, including ours, have not been able to confirm a stimulatory effect of E_2_ on FasL production in primary cultures of murine osteoclasts^19–22^. Based on in vitro evidence from an osteoblast-like cell line that estrogen activated ERα signaling directly regulates FasL via an ERE-containing transcriptional enhancer, Krum et al. proposed the alternative idea that FasL stimulates osteoclast apoptosis in a paracrine manner^19^. Yet, work from Wang et al. showing that mice lacking FasL in osteoblast are not protected from the skeletal effects of OVX suggests that osteoblast FasL does not play a major role in the anti-osteoclastogenic actions of estrogens^23^. Furthermore, the idea that estrogens up-regulate FasL in osteoblasts is inconsistent with the fact that estrogens have an anti-apoptotic effect on osteoblasts, even though murine and human osteoblasts express Fas^7,24,25^ and do undergo Fas-mediated apoptosis in response to FasL^26–30^. Hence, heretofore, it remains unclear whether estrogens decrease osteoclast number by promoting the death of osteoclast progenitors, mature osteoclasts, or both. Similarly, the death program involved remains unknown.

In the studies presented herein, we show that estrogens decrease osteoclast number by attenuating mitochondrial respiration and ATP generation and stimulating the Bak and Bax-dependent mitochondrial apoptotic death in early osteoclast precursors, not mature osteoclasts. Furthermore, we show that FasL deficient mice lose bone mass following OVX indistinguishably from FasL-intact control mice, arguing against a role of FasL as a culprit.

## Material and methods

### Animal experimentation

FasL^gld/gld^ mice in the C57BL/6J (B6) background and wild-type B6 mice were purchased from Jackson Laboratories (Bar Harbor, ME). Sixteen week-old FasL^gld/gld^ and wild-type C57BL/6 mice were randomized into sham- or OVX-surgical groups according to their femoral DEXA BMD. BMD measurements were performed 1 day prior to surgery and before euthanasia. Six weeks after surgery animals were sacrificed and the tissues dissected for further analyses. To disrupt the ERα gene in macrophage/monocyte lineage cells ERα^f/f^ mice, generated and maintained in our laboratory^25^, were crossed with mice expressing the Cre recombinase under the control of lysozyme M gene regulatory elements (LysM-Cre)^31^ obtained from Jackson Labs. All mice were in a B6 background. ERα^f/+^ mice heterozygous for the LysM-Cre allele and ERα^f/f^ mice were then intercrossed to obtain ERα^ΔLysM^ and ERα^f/f^ littermate control mice^25^. Bak^+/−^;Bax^+/f^ mice maintained in our facility using breeders donated by Joseph Opferman (St. Jude’s Children’s Research Hospital, Memphis, TN) in a mixed background of 129 and C57BL/6^32^. These mice were interbred to obtain Bak^−/−^; Bax^+/f^ mice, hereafter designated Bak^Δ^Bax^+/f^ mice. Bak^Δ^ mice in the B6 background were obtained from Jackson Labs, and intercrossed with LysM-Cre (B6 background) (25) to obtain Bak^Δ^; LysM-Cre. Bak^Δ^Bax^+/f^ and Bak^ΔLysM-Cre^ mice were then intercrossed to obtain Bak^Δ^; Bax^f/f^; LysM-Cre mice, which are designated Bak^Δ^Bax^ΔLysM^ mice, and Bak^Δ^Bax^f/f^ littermate controls. All mice used in this study were housed under standard laboratory conditions with a 12 h dark, 12 h light cycle and a constant temperature of 20 °C and humidity of 48%. Mice were fed ad-libitum a standard rodent diet (Harlan Teklad 22/5) containing 22% protein, 1.13% calcium, and 0.94% phosphorus.

### Bone density and microarchitecture

Dual energy X-ray absorptiometry (DXA) scans were performed using a PIXImus densitometer (GE Lunar) to quantify bone mineral density (BMD), as previously described^25^. Micro-CT analysis of the distal end of the femora and the vertebrae (L5) was performed after the bones were dissected, cleaned, fixed in 10% Millonig’s formalin and gradually dehydrated into 100% ethanol. Samples were then loaded into 12.3 mm diameter scanning tubes and imaged (model μCT40, Scanco Medical). Scans were integrated into 3-D voxel images (1,024 × 1,024 pixel matrices for each individual planar stack) and a Gaussian filter (sigma = 0.8, support = 1) was used to reduce signal noise. A threshold of 200 was applied to all scans, at medium resolution (E = 55 kVp, I = 145 µA, integration time = 200 ms). The entire vertebral body was scanned with a transverse orientation excluding any bone outside the vertebral body. In the distal femur, 151 transverse slices were taken from the epicondyles and extending toward the proximal end of the femur. The cortical bone and the primary spongiosa were manually excluded from the analysis. All trabecular measurements were made by drawing contours every 10–20 slices and using voxel counting for bone volume per tissue volume and sphere filling distance transformation indices, without pre-assumptions about the bone shape as a rod or plate for trabecular microarchitecture. Cortical thickness was measured at the femoral mid-diaphysis.

### Cell culture

Bone marrow-derived macrophages (BMMs) were obtained, as described previously^33^, from 3 wild-type, ERα^ΔLysM^, Bak^Δ^Bax^ΔLysM^ or respective littermate control mice at 2–3 months of age. Whole bone marrow cells were flushed from femurs and tibias, depleted of red blood cells with ACK buffer, and plated in α-MEM phenol red free complete media (10% fetal bovine serum, 100 U ml^−1^ penicillin, and 100 µg ml^−1^ streptomycin) with macrophage colony-stimulating factor (M-CSF; 10 ng/ml; R&D Systems Minneapolis, MN). Twenty-four hours later, non-adherent cells were re-plated in Petri dishes with M-CSF (30 ng/ml) for 4 days to obtain BMMs, which were used as osteoclast precursors. To generate pre-osteoclasts and mature osteoclasts, BMMs were cultured in α-MEM complete media with M-CSF (30 ng/ml) and receptor activator of nuclear factor kappa B ligand (RANKL; 30 ng/ml; R&D Systems Minneapolis, MN) for 2 and 4 days, respectively, with or without E_2_ (10^−8^ M, Sigma-Aldrich, St. Louis, MO). Osteoclasts were fixed with 10% neutral buffered formalin for 10 min and stained for tartrate-resistant acid phosphatase (TRAP), using the Leukocyte Acid Phosphatase Assay Kit, following the manufacturer’s instructions (Sigma-Aldrich, St. Louis, MO). A pre-osteoclast was defined as a round mononuclear TRAP-positive cell and an osteoclast as a multinucleated (> 3 nuclei) TRAP-positive cell. Cells were plated, at least, in triplicate for all TRAP staining assays. To investigate the effects of Rotenone on apoptosis of osteoclast precursors, Rotenone (5 nM) or vehicle (DMSO) was added for the first 24 h of the culture period.

### Seahorse mitochondrial flux analysis

The BMMs were plated and treated with RANKL (30 ng/ml) for 48 h with or without E_2_ (10^−8^ M). The media in the wells was replaced with XF assay media and the plate was kept in a non-CO_2_ incubator for 20 min at 37 °C. After recording three total cellular respiration measurements with the XF96 analyzer, oligomycin (10 µg/ml) was added to inhibit mitochondrial ATP synthase and measure the decrease in oxygen-consumption rate that is linked to ATP turnover. FCCP (10 µM, an uncoupler) was used to determine the maximal respiration potential of the cells. The amount of non-mitochondrial oxygen consumption was determined by inhibiting the respiratory chain activity with an antimycin A and rotenone cocktail (10 µM). These data were used to calculate the mitochondrial basal respiration, ATP-linked respiration, reserve respiratory capacity, and proton leak as we previously described^34,35^.

### ATP production

ATP levels were measured by a luciferin-luciferase based assay using an ENLITEN ATP assay system bioluminescence detection kit (Promega, Madison, WI) according to the manufacturer’s protocol as previously described^25^. In brief, BMMs were plated on 12-well plates with M-CSF (30 ng/ml) and RANKL (30 ng/ml) in α-MEM complete media with or without E_2_ (10^−8^ M). After 24 h, cells were washed with PBS and extracted with 100 µl of 0.5% trichloroacetic acid (TCA) in ATP-free water. Each extracted sample (10 µl) was neutralized by adding a Tris-acetate buffer (90 µl) adjusted to pH 7.75. The luciferase reagent (25 µl) was added immediately into the neutralized samples (10 µl) before measurement using a luminometer. A standard curve for intracellular ATP was obtained with a series of dilution of the ATP standards and ATP-free water provided in the kit. ATP was normalized for protein concentration.

### Quantitative RT-PCR

Total RNA was extracted from cultured cells using TRIzol reagent (Invitrogen, Carlsbad, CA) and reverse-transcribed using the High-Capacity cDNA Archive Kit (Applied Biosystems, Grand Island, NY) according to the manufacturer’s instructions. Taqman quantitative RT-PCR was performed as previously described^36^. The primers and probes for murine ERα (Mm00433148_mH), Tfam (Mm00447485_m1), PGC1-β (Mm00504720_m1), Cathepsin K (Mm00484039_m1), Bak (Mm00432045_m1) and Bax (Mm00432050_m1) were manufactured by the TaqMan® Gene Expression Assays service (Applied Biosystems). Relative mRNA expression levels were normalized to the house-keeping gene ribosomal protein S2 (Mm00475528_m1) using the ΔCt method^37^. To quantify mitochondrial DNA, total DNA was extracted from cultured cells using QIAamp DNA Mini Kit (Qiagen, Valencia, CA) the following Taqman assays for the mitochondrial genes ND2 (Mm04225288_s1) and CytB (Mm04225271_g1) were quantified by Taqman quantitative RT-PCR. Relative DNA expression levels were calculated using the Tfrc copy number reference assays (Applied Biosystems) and the ΔCt method, as above.

### Microarray analysis

Cells were harvested for RNA isolation as described above. One µg total RNA per sample was hybridized to MouseRef-8 v1 Expression beadchips (Illumina, San Diego, CA) following protocols listed on the Gene Expression and Genomics Unit of the NIA (https://www.grc.nia.nih.gov/branches/rrb/dna/index/protocols.htm). Microarray florescent signals were extracted using an Illumina BeadArray 500GX reader. The data analyses of microarray were performed in R software. The signals on each sample are preprocess and normalized using lumi package^38^. The microarray data of this study is deposited at GEO database under accession number GSE111237 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111237). The intrinsic variability of individual microarray sample was firstly evaluated using principle component analysis. The differential gene expression analysis between ERα^f/f^ and ERα^ΔLysM^ group at different cell types, which are BMMs, pre-osteoclasts and mature osteoclasts, was identified by moderate *t* test through limma package^39^. The calculated *p* values were adjusted for multiple testing using Benjamini Hochberg method. The adjusted *p* value were used for gene set enrichment analysis of Gene Ontology (GO) using PIANO package^40^. The selected GO terms that have enrichment *p* value lesser than 10E^−5^ were chosen and plot as a heatmap.

### Apoptosis assays

Caspase-3 activity was measured by determining the degradation of the fluorometric substrate DEVD-AFC (Biomol Research Labs, Plymouth, PA) and protein concentration was measured using a Bio-Rad detergent–compatible kit (Bio-Rad, Hercules, CA), as described previously^33,41^. In brief, BMMs were plated on 96-black well plates with M-CSF (30 ng/ml) and RANKL (30 ng/ml) in α-MEM complete media with or without E2 (10^−8^ M). After 24 h, the cultured cells were lysed the cells in 20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 10 mM NaF, 1 mM sodium orthovanadate, 5 mg ml^−1^ leupeptin, 0.14 U ml^−1^ aprotinin, 1 mM phenylmethylsulfonylfluoride, and 1% Triton X-100. Cell lysates were incubated with 50 mM DEVD-AFC in 50 mM HEPES (pH 7.4), 100 mM NaCl, 0.1% CHAPS, 10 mM DTT, 1 mM EDTA, and 10% glycerol. The released fluorescent signal was measured in a microplate fluorescence reader with excitation/emission wavelengths of 340/542 nm.

### Western blot analysis

BMMs, pre-osteoclasts and mature osteoclasts were washed twice with ice-cold PBS and lysed with a buffer containing 20 mM Tris-HCL, 150 mM NaCl, 1% Triton X-100, protease inhibitor mixture, and phosphatase inhibitor cocktail (Sigma-Aldrich)^25^. After incubation on ice for 30 min, the cell lysates were centrifuged at 13,200 rpm for 15 min at 4 °C. Protein concentration of cell lysates were determined using the DC Protein Assay kit (Bio-Rad). The extracted protein (40 µg per sample) was subjected to 8–10% SDS-PAGE gels and transferred electrophoretically onto polyvinyl difluoride membranes. The membranes were blocked in 5% fat-free milk/Tris-buffered saline for 90 min and incubated with each primary antibody followed by secondary antibodies conjugated with horseradish peroxidase. The following monoclonal antibodies were used: ERα (Santa Cruz Biotechnology, Santa Cruz, CA; sc-8002, 1:500), Lamin B (Santa Cruz Biotechnology, sc-373918, 1:500), p-IκB (Cell Signaling, Denver, MA; #9,246, 1:1,000), NFATc1 (Santa Cruz Biotechnology, sc-7294, 1:5,000), and β-actin (Santa Cruz Biotechnology, sc-81178, 1:2,000). We also used rabbit polyclonal antibodies for IκB (Santa Cruz Biotechnology, sc-847, 1:500), RelB (Cell Signaling, #4,954, 1:1,000), and p65 (Abcam, Cambridge, MA; ab7970, 1:1,000).

### Nuclear fraction

Cells were washed twice with ice-cold PBS, lysed with cytosolic extraction buffer (50 mM Tris-HCl (pH 8.0), 2 mM EDTA, 0.5% Nonidet P-40, 20% glycerol, and 0.5 mM phenylmethylsulfonyl fluoride) for 5 min on ice, and then micro-centrifuged at 4,000 rpm for 5 min. Supernatants were used as cytosolic extracts and the pellet was lysed in nuclear extraction buffer (20 mM HEPES (pH 7.6), 420 mM NaCl, 2 mM EDTA, 1% Triton X-100, 20% glycerol, 25 mM β-glycerophosphate, and 0.5 mM phenylmethylsulfonyl fluoride) for 30 min on ice and was then micro-centrifuged at 12,000 rpm for 15 min, as previously described^42^. Nuclear extracts were used for Western blot analysis as described above.

### Isolation of mitochondria

BMMs cultured to 80–100% confluence in a T175 flask were used to isolate mitochondria. A cell pellet was collected and resuspended in PBS and Digitonin (4 mg/mL) (Sigma-Aldrich), and incubated on ice for 10 min. After addition of 1 ml of PBS the homogenate was centrifuged for 10 min at 10,000 g. The supernatant was removed and the pellet was resuspended in PBS and centrifuged. This process was repeated twice. Mouse heart mitochondria were used as positive control. Heart tissue obtained from a C57BL/6 mouse was homogenized and mitochondria were isolated using a differential centrifugation procedure^43^ in a buffer containing 75 mM sucrose, 225 mM mannitol, 50 mM Tris-HCl and 35 mM BSA at 4 °C. The homogenate was centrifuged at 740 g for 3 min at 4 °C. The pellet was discarded and the supernatant centrifuged for 5 min at 740 g and for 10 min at 10,000 g. The mitochondrial pellets from both BMMs and heart were washed and resuspended to a final protein concentration of 3.5 mg/mL.

### Gradient blue native gel electrophoresis (BN-PAGE)

A BN-PAGE system was assembled with gradient Mini-PROTEAN® TGX™ Precast Gels (4–15%) (BioRad). The inner compartment was filled with cathode buffer containing 50 mM Tricine (Sigma-Aldrich), 15 mM Bis Tris and 0.01% Brilliant Blue G. Twenty µL of each sample (containing 70 µg of protein) were loaded into each well. The outer compartment was filled with anode buffer containing 50 mM Bis Tris and the gel was run at 75 V. When the blue front reached one-third of the gel the cathode buffer was replaced with one devoid of brilliant blue G. Gel was then run at 150 V until the blue front reached the bottom of the gel, in the tank surrounded by ice. After removal from the cast the gel was incubated at 37 °C with 50 mL Complex I substrate, containing 1 M Tris-HCl, 4 mg of NADH and 10 mg of nitrotetrazolium blue chloride (in 200 µL EtOH), for 10 min with shaking. Gel images were developed using a VersaDocTM imaging system (Bio-Rad).

### Statistics

All in vitro assays were repeated at least once. Group mean values were compared, as appropriate, by Student’s two-tailed *t* test or one-way ANOVA or two-way ANOVA with Tukey’s test, after determining that the data were normally distributed and exhibited equivalent variances.

### Statement

All experiments and methods were performed in accordance with relevant guidelines and regulations. All animal procedures were approved by Institutional Animal Care and Use Committees of the University of Arkansas for Medical Sciences and the Central Arkansas Veterans Healthcare System, Protocol # AUP 3,684.

## Results

### Estrogens decrease osteoclast numbers by acting on early osteoclast progenitors, not on mature osteoclasts

To determine the stage of osteoclast differentiation at which estrogens act to decrease osteoclast number we cultured BMMs from wild-type C57BL/6 mice for 5 days in the presence of M-CSF and RANKL. E_2_ at a concentration of 10^−8^ M was added into the cultures at the beginning of day 1, 2, 3, 4, or 5, and removed 24 h later (by changing the medium) (Fig. 1a). In a parallel set of cultures, we added E_2_ at the beginning of day 1 and kept it throughout the 5-day period. The presence of E_2_ during only the first 24 h decreased the number osteoclasts at the end of the 5-day culture as much as it did when E_2_ was present throughout the entire 5-day period (Fig. 1b,c). Addition of E_2_ after day 3, a time when mature osteoclasts had already begun to form, had no effect on the number of osteoclasts at the end of the 5 days (Fig. 1b,c). These observations clearly indicate that during the RANKL-induced differentiation process estrogens act on very early osteoclast progenitors, not on mature osteoclasts.

**Figure 1:**
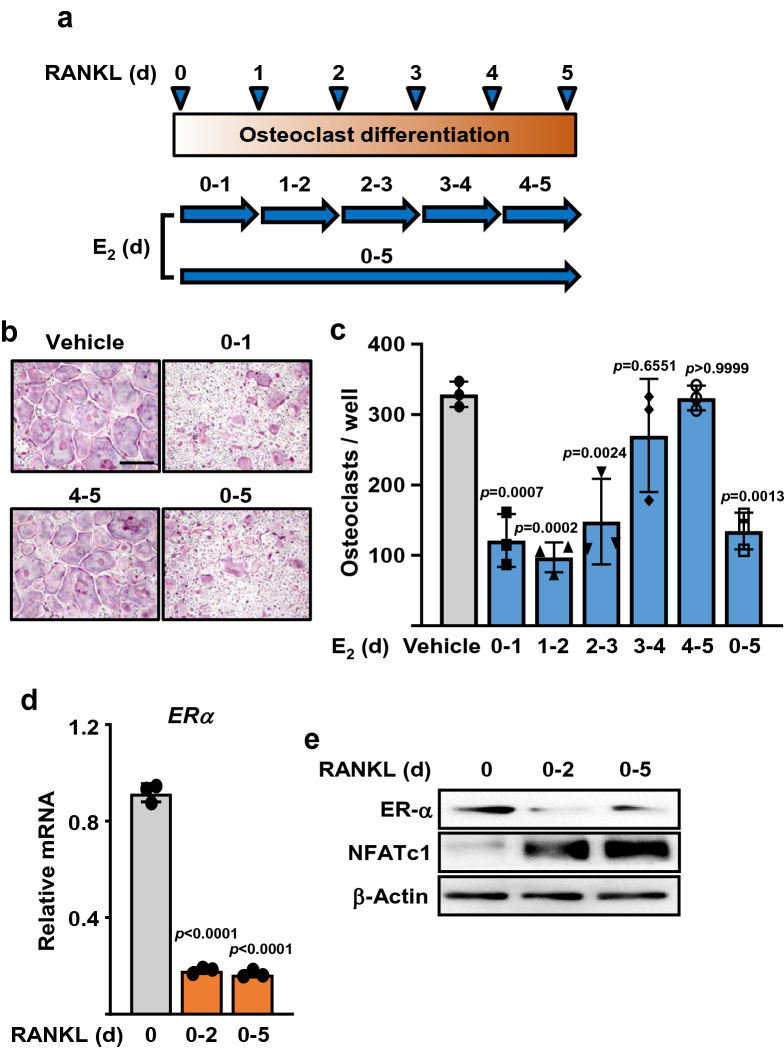
Early osteoclast progenitors are major targets of the antiosteoclastogenic actions of E_2_. (**a**) Time course used to identify the E_2_-sensitive stages during osteoclast differentiation. (**b**) Representative pictures and (**c**) number of TRAP-positive multinucleated osteoclasts derived from BMMs cultured with M-CSF, RANKL, and E_2_ following the time course described in (**a**). Scale bar, 500 µm. (**d**) ERα mRNA and (**e**) protein levels in BMMs treated with M-CSF and without or with RANKL for 2 or 5 days to obtain pre-osteoclast and mature osteoclast, respectively. Data represent mean ± S.D.; *p* values versus untreated cells analyzed by 1-way ANOVA.

Interestingly, the mRNA levels of ERα were highest in BMMs not exposed to RANKL (i.e. time 0 of the culture) and dramatically decreased thereafter in cultures treated with RANKL for 2 or 5 days (Fig. 1d). Similarly, ERα protein levels declined as the levels of the osteoclast specific transcription factor NFATc1 increased (Fig. 1e). A decrease in ERα expression with osteoclast differentiation was also noted earlier in human cells and in the monocytic line RAW264.7^44–46^. Nonetheless, estrogen was effective in decreasing osteoclasts in day 3 of culture, when ERα levels seem to be already lower. Along with evidence that estrogens promote the apoptosis of mature osteoclasts^2–4^, our findings suggest that differences in receptor levels are not responsible for the early effects of estrogens during osteoclastogenesis.

### Estrogens promote osteoclast progenitor apoptosis via Bak and Bax

Based on the results of the experiment described in Fig. 1, we proceeded to investigate the mechanism of action of estrogens in osteoclast progenitors. In these experiments, we first used BMMs from mice with conditional deletion of ERα in cells of the myeloid lineage expressing LysM-Cre and littermate controls with intact ERα^25^ (Fig. 2a). BMMs cultures from either genotype were maintained for 24 h in the presence of both RANKL and 10^−8^ M E_2_. E_2_ stimulated caspase 3 activity in cells with intact ERα^f/f^ but had no effect in ERα-deficient cells (Fig. 2b). Consistent with this result, E_2_ decreased RANKL-induced osteoclast formation in ERα-intact, but not ERα-deficient, cells (Fig. 2c). Similar findings were obtained when we quantified the mRNA expression of Cathepsin K, a marker of mature osteoclast (Fig. 2d).

**Figure 2:**
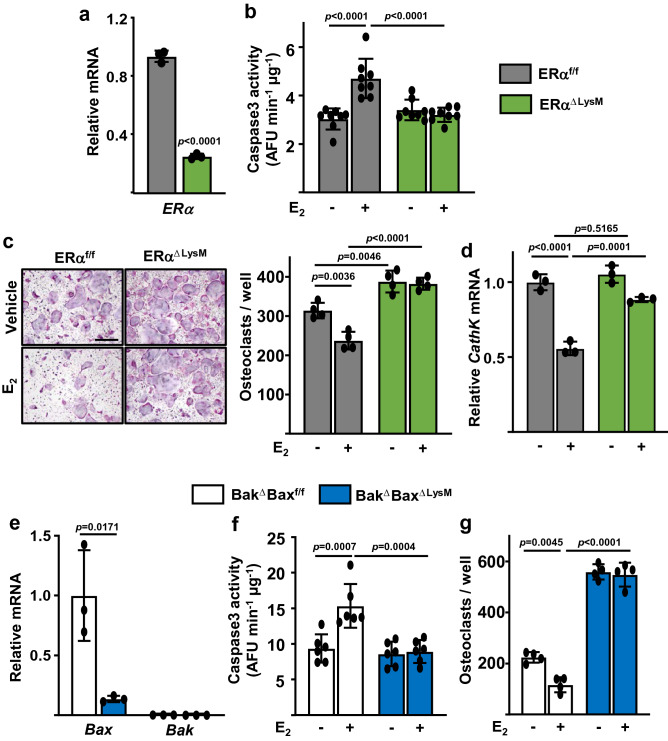
E_2_ inhibits replication and stimulates apoptosis of early osteoclast progenitors in a Bak/Bax-dependent fashion. BMMs of the indicated genotypes were cultured with M-CSF and RANKL in the presence or absence of E_2_. (**a**) mRNA levels of ERα in BMMs cultured with M-CSF for 24 h. (**b**) Apoptosis determined by caspase-3 activity in cultures maintained for 24 h. (**c**) *left*, Representative pictures and *right*, number of TRAP-positive multinucleated osteoclasts in cultures maintained for 5 days, E_2_ or vehicle was added for only the first 24 h of the culture period. Scale bar, 500 µm. (**d**) mRNA levels of Cathepsin K in cultures described in (**c**). (**e**) mRNA levels of Bax and Bak in BMMs cultured with M-CSF for 24 h. (**f**) Apoptosis measured using the same conditions as in (**g**). (**f**) Number of TRAP-positive multinucleated osteoclasts quantified using the same conditions as in (**c**). Data represent mean ± S.D.; *p* values analyzed by two tail unpaired *t* test (**a**, **e**) or 2-way ANOVA (**b**–**d**, **f**, **g**).

To probe into specific death mechanisms, we next used BMMs from mice with global deletion of Bak and deletion of Bax in cells of the myeloid lineage (Bak^−/−^; Bax^f/f^; LysM-Cre mice), referred to hereafter as Bak^Δ^Bax^ΔLysM^ mice (Fig. 2e). In cultures of BMMs from control mice lacking only Bak (Bak^Δ^Bax^f/f^), E_2_ stimulated caspase-3 activity, as measured at the end of the first day of culture (Fig. 2f). The effects of E_2_ on caspase-3 activity were abrogated in cells from Bak^Δ^Bax^ΔLysM^ mice. The number of osteoclasts determined after 5 days of culture was much higher in the cultures lacking Bak and Bax (Fig. 2g), most probably because osteoclast lifespan was prolonged in these cultures. Lack of both Bak and Bax also prevented the reduction in osteoclast number caused by E_2_ treatment during the first 24 h of the 5-day cultures (Fig. 2g).

Collectively, these findings suggest that the decrease of osteoclast number by estrogens is due, at least in part, to activation of the mitochondrial apoptotic death pathway in osteoclast progenitors rather than mature cells.

### FasL ligand plays no role in ovariectomy (OVX)-induced loss of bone in mice

It has been been proposed earlier that an increase in FasL is responsible for the pro-apoptotic actions of estrogens on osteoclasts^7,19^. To determine whether FasL is indeed involved in the direct effects of estrogens on osteoclast progenitors, we used cells from mice lacking FasL. Bone marrow-derived cultures from FasL^gld/gld^ formed higher number of osteoclasts than cultures from wild type mice (Fig. 3a), perhaps reflecting a higher number of pre-osteoclasts in FasL^gld/gld^ mice. This result is in line with earlier findings that FasL^gld/gld^ mice have increased osteoclast numbers^47^. E_2_ treatment during the first 24 h of the 5-day cultures decreased osteoclast formation in both wild-type and FasL^gld/gld^ cultures (Fig. 3a). To elucidate the contribution of FasL to the protective effects of estrogens on the skeleton in the in vivo setting, we next ovariectomized mice lacking FasL. In these experiments FasL^gld/gld^ mice in C57BL/6 background were randomized into two groups and were sham-operated or ovariectomized at 16 weeks of age. Wild type C57BL/6 mice of the same age served as controls. Bone mineral density (BMD) by dual energy X-ray absorptiometry (DXA) was measured 1 day before surgery and 6 weeks later, immediately prior to sacrifice. The loss of uterine weight upon OVX (determined after the animals were sacrifice at 22 weeks of age) was indistinguishable between the two genotypes (data not shown). After 6 weeks of estrogen deficiency, wild-type control mice showed the expected decrease in BMD (Fig. 3b). A similar decrease was observed in FasL^gld/gld^ mice (Fig. 3b). Because the effects of estrogen on trabecular and cortical bone compartments are mediated via different mechanism and DXA BMD cannot distinguish these compartments, we proceeded and performed micro-computerized tomography (CT) analysis of vertebrae and femurs from sham-operated and OVX FasL^gld/gld^ and control mice. As shown before^8,48,49^, OVX decreased both cortical bone thickness and trabecular bone volume and BMD (Fig. 3b–e) in wild-type controls, determined at the femoral mid-shaft and L5, respectively. Sham-operated FasL^gld/gld^ mice had decreased cortical and trabecular bone mass when compared to sham-operated wild-type mice. Nevertheless, and in contrast to the previous reports, the loss of bone mass in FasL^gld/gld^ mice with OVX was indistinguishable from the control mice (Fig. 3b–e). Together with the in vitro data, these findings suggest that FasL does not play a major role in the protective effects of estrogens on the skeleton.

**Figure 3:**
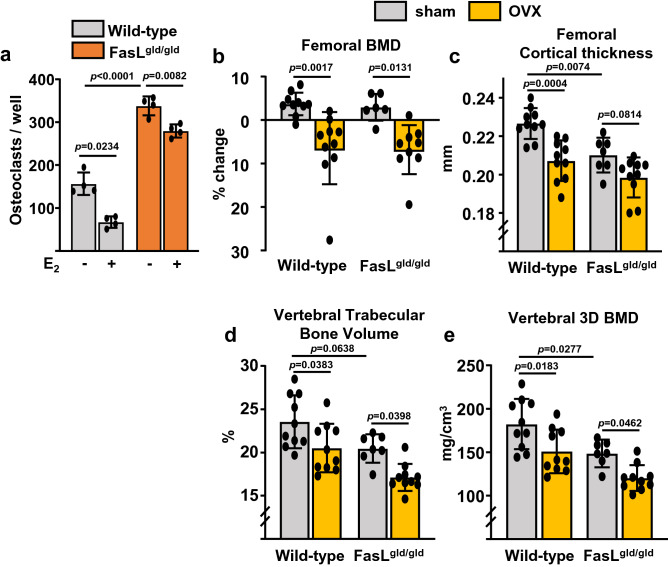
Loss of bone mass with OVX is unaffected by FasL deletion. (**a**) Number of TRAP-positive multinucleated osteoclasts in cultures maintained for 5 days and treated with E_2_ or vehicle for only the first 24 h of the culture period. (**b**–**e**) Wild-type and FasL^gld/gld^ mice were sham-operated or ovariectomized for 6 weeks. (**b**) Percent change in BMD, determined by DXA 1 day before surgery and before sacrifice. (**c**) Cortical thickness in femur midshaft, and (**d**) trabecular bone volume per tissue volume and (**e**) cancellous BMD (3D BMD) in L5 by micro-CT. n = 7–10/group. Data represent mean ± S.D.; *p* values analyzed by 2-way ANOVA.

### E2 inhibits mitochondrial genes in osteoclast progenitors

To investigate the molecular mechanism(s) responsible for the pro-apoptotic effect of estrogens on osteoclasts, we went on to perform an unbiased transcriptomic analysis in cells from ERα^ΔLysM^ mice and ERα^f/f^ littermate controls. In these experiments, BMMs were generated by culturing whole BM cells with M-CSF alone for 5 days, and pre-osteoclasts and osteoclasts by culturing the BMMs with both M-CSF and RANKL for 2 and 4 days, respectively (19). 

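Gene expression was measured on 18 Illumina MouseRef-8 arrays, which read the level of each transcript as the fluorescence of labelled RNA bound to probes on beads. The cells came from ERα f/f mice, whose ERα gene is floxed and intact, and from ERα ΔLysM mice, in which Cre from the lysozyme M locus deletes it in myeloid cells. Each genotype was taken at 3 stages, as BMMs before RANKL, as pre-osteoclasts after 2 days of RANKL and as mature osteoclasts after 4 days, with 3 arrays per genotype and stage. The paper states that the cells received E_2_ for 4 h, which the sample labels do not mention. The comparisons therefore set genotypes and stages side by side, and none sets E_2_ against vehicle. The paper took BMMs from 3 mice per genotype, but neither its text nor the labels state whether the 3 arrays of a group are separate mice, so a p value here measures the spread between these samples.

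The median signal of an array was 165 to 191 (median 168) in ERα f/f BMMs, 131 to 181 (166) in ERα f/f pre-osteoclasts and 163 to 170 (169) in ERα f/f mature osteoclasts. In ERα ΔLysM cells it was 130 to 177 (133), 116 to 186 (131) and 123 to 186 (141) at these stages. A gap between 141 and 163 separated 7 dim arrays, 6 of them ERα ΔLysM, from the other 11. Among BMMs, 2 of the 3 ERα ΔLysM arrays and 0 of the 3 ERα f/f arrays were dim. The number of probes detected above the negative controls was 11686 to 12031 (median 11784) in ERα f/f BMMs, 11333 to 11948 (11337) in ERα f/f pre-osteoclasts and 10770 to 11220 (11206) in ERα f/f mature osteoclasts. The ERα ΔLysM values were 11389 to 11570 (11482), 11084 to 11934 (11498) and 10862 to 11167 (10905). With 3 arrays per group, their number limits the precision.

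The authors deposited the scanner signals without normalization, each with a detection p, and log2 values that they normalized with lumi, whose settings the text does not name. Here the scanner signals were background corrected, quantile normalized and put on the log2 scale with limma's neqc and an offset of 16. The result differed from the authors' log2 values by at most 0.0281, with a median absolute difference of 0.00044. Probes with a detection p under 0.05 on at least 3 arrays were tested, 13409 of 25697, standing for 9088 genes. All 18 arrays entered 1 limma fit with a mean per genotype and stage, and p values were adjusted by the method of Benjamini and Hochberg over the tested probes. Genotype differences are ERα ΔLysM minus ERα f/f, and values are given as the mean ± SD in log2 units. Where a group was below detection on every array, a fold is given as a lower bound, with levels under the lowest detected level of an array raised to that level.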

Microarray analysis was performed in cells treated for 4 h with 10^−8^ M E_2_. Principal-component and hierarchical clustering analysis strongly supported the distinct nature of each population. It also indicated that most genes significantly affected by ERα were in macrophages and pre-osteoclast, not in mature osteoclasts (Fig. 4a,b). 

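The 18 arrays fell into 3 groups of 6 by stage, and the genotypes of a stage lay far closer to each other than the stages did. The first principal component held 70.5% of the variance and ordered the arrays from BMMs through pre-osteoclasts to mature osteoclasts. The second held 15.1% and set the pre-osteoclasts apart from the other stages. Hierarchical clustering stopped at 3 clusters gave 1 cluster per stage. The mean distance between arrays of a genotype was 36.1 in BMMs, 46.1 in pre-osteoclasts and 40.5 in mature osteoclasts, and between the genotypes it was 41.6, 45.8 and 42.0. Between stages it was 118 from BMMs to pre-osteoclasts, 151 from BMMs to mature osteoclasts and 89.9 from pre-osteoclasts to mature osteoclasts.

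Behind these distances lay 7508 probes that differed between pre-osteoclasts and BMMs at an adjusted p under 0.05 from limma, 4033 higher and 3475 lower, with the genotypes averaged. Between mature osteoclasts and BMMs 9146 differed, 4668 higher and 4478 lower. Among the genes with the largest rise in mature osteoclasts were Mt3, a metallothionein, at least 299-fold, and Scin, which encodes an actin-severing protein, at least 223-fold. Among the largest falls were Ccl7 and Ch25h, which encode a monocyte chemokine and cholesterol 25-hydroxylase, at least 177-fold and 172-fold lower. Ccl2, another monocyte chemokine, was at 12.41 ± 0.13 in BMMs and was detected on 1 of 6 mature osteoclast arrays (n = 6 each, adjusted p = 9.7e-16).

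**Figure D1:**
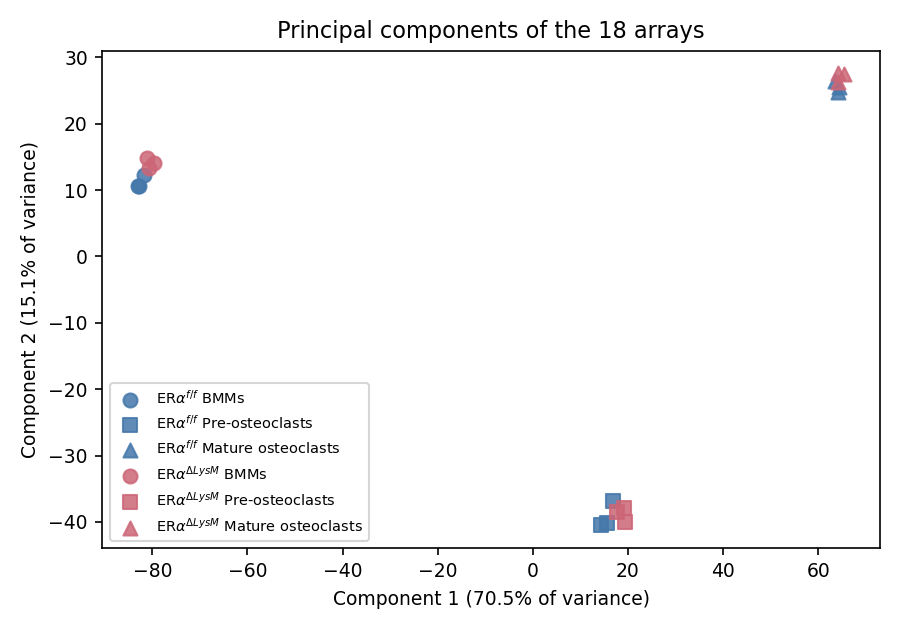
Scores of the 18 arrays on the first (horizontal) and second (vertical) principal component of the log2 values of 13409 probes, colored by genotype, with a symbol for each stage. The 6 arrays of a stage lie together, and BMMs lie at the low end of the first component (mean score −81.5), pre-osteoclasts at 17.2 and mature osteoclasts at 64.3.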

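The transcript of ERα itself could not be read: both probes for Esr1 were at background on all 18 arrays. Their levels were 4.67 ± 0.11 in ERα f/f and 4.59 ± 0.16 in ERα ΔLysM cells for 1 probe and 4.54 ± 0.07 and 4.60 ± 0.16 for the other (SD, n = 9 each). The paper measured ERα mRNA by quantitative RT-PCR instead, in BMMs of both genotypes (Fig. 2a) and over osteoclast differentiation (Fig. 1d). Lyz2, the gene that carries the Cre, was at 14.63 ± 0.11 in ERα f/f and 14.80 ± 0.08 in ERα ΔLysM BMMs (SD, n = 3 each, adjusted p = 0.556).

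In BMMs, 43 probes differed between the genotypes at an adjusted p under 0.05 from limma, 13 higher and 30 lower in ERα ΔLysM cells. Ccnd2, which encodes cyclin D2, was lower, at 9.09 ± 0.17 against 10.20 ± 0.07 (SD, n = 3 each), a log2 difference of −1.12 (standard error 0.12, adjusted p = 0.00178). Vegfa, the gene of an angiogenic factor induced by hypoxia, was lower with both of its probes, by −1.11 (standard error 0.14, adjusted p = 0.00386) and −1.13 (standard error 0.17, adjusted p = 0.0195). Tnfrsf11a, which encodes the RANKL receptor RANK, was at 9.19 ± 0.14 against 10.13 ± 0.30, a difference of −0.94 (standard error 0.18, adjusted p = 0.0472). Mef2c, a transcription factor gene, fell by 0.90 with 1 probe (adjusted p = 0.0472), while its other probes gave −0.19 and −0.32 (adjusted p = 0.511 and 0.382). Sh2d1b1, Ganc, Acbd4, Twistnb and Uchl5 were also lower, with log2 differences from −1.14 to −0.84. Ing2 and Stac2 were below detection in ERα ΔLysM BMMs and at least 1.5-fold and 1.35-fold lower. Other probes did not pass for Twistnb (−0.48) and Uchl5 (−0.03 and −0.56).

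Among the genes that were higher, Gdf3, which encodes a growth factor of the TGF-β family, was at 9.92 ± 0.04 against 9.25 ± 0.10, a log2 difference of 0.66 (standard error 0.12, adjusted p = 0.0363). Hvcn1, a voltage-gated proton channel gene, and Hpse, which encodes heparanase, were higher by 0.62 and 0.61 (adjusted p = 0.0472 and 0.0487). Wars, which encodes tryptophanyl-tRNA synthetase, was higher by 1.01 with 1 probe (adjusted p = 0.0195), while its 3 other probes gave 0.02 to 0.32 and did not pass. Ifna1, Vps41, Fkbp9, Eftud2, Snap47 and Srd5a3 were higher by 0.55 to 0.96. When the arrays were centred on their medians in place of quantile normalization, Srd5a3 was at −0.046, against a median of −0.43 for all tested probes. Other probes did not pass for Hvcn1 (0.57), Eftud2 (0.29 and 0.33), Srd5a3 (0.37 and 0.47) and Vps41, whose other probe went the opposite way (−0.30).

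In pre-osteoclasts 10 probes differed, 7 higher and 3 lower. Cyb561, which encodes a transmembrane electron carrier of vesicles, was 3.33-fold higher in ERα ΔLysM cells, at 8.46 ± 0.08 against 6.73 ± 0.33 (SD, n = 3 each, adjusted p = 3.37e-05). Tnfrsf9, the gene of the costimulatory receptor 4-1BB, was 3.24-fold higher (adjusted p = 5.71e-05), and its second probe rose by 1.17 (adjusted p = 0.017). Arf2, Nsf and Gna13, which act in vesicle transport and G protein signaling, were higher by 1.14, 0.87 and 0.70 (adjusted p = 7.38e-05, 0.00536 and 0.027). Tmem267 was lower, at 6.96 ± 0.06 against 8.31 ± 0.18 (adjusted p = 0.000178). Cox18, whose product inserts a subunit of respiratory complex IV, fell by 0.71 (standard error 0.11, adjusted p = 0.0214), while its other probe gave −0.30 (adjusted p = 0.522).

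In mature osteoclasts 23 probes differed, 11 higher and 12 lower. Plxdc1 was higher in ERα ΔLysM cells, at 7.23 ± 0.31 against 5.40 ± 0.26 (SD, n = 3 each, adjusted p = 0.000458), while its other probe gave 0.77 (adjusted p = 0.311). Itgb3, which encodes the β3 integrin of the osteoclast's attachment receptor, was below detection in ERα f/f cells and at least 1.45-fold higher in ERα ΔLysM cells (adjusted p = 0.0153). Cep112, Ktn1 and Frs3 were likewise at least 1.82-fold, 1.84-fold and 1.58-fold higher. Kitl, the gene of stem cell factor, was below detection in ERα ΔLysM cells and at least 1.41-fold lower (adjusted p = 0.000146). Igfbp4, which encodes a binding protein of insulin-like growth factors, was lower with both probes, by −1.03 and −0.57 (adjusted p = 0.00501 and 0.0282). Tle4 and Sfxn4 were lower by −1.01 and −0.95, and Kdm5c and Csnk1g1 were below detection in ERα ΔLysM cells and at least 1.21-fold and 1.31-fold lower. The other probes of Tle4 gave 0.13 and −0.65 (adjusted p = 0.896 and 0.409), and those of Kdm5c and Sfxn4 gave −0.45 and −0.47 and did not pass. Eftud2, Acbd4, Nsf, Arf2, Itgb3, Cyb561, Cep112 and Gna13 lie among 100 neighboring tested genes on chromosome 11 (RefSeq on the GRCm38.p6 assembly).

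At an unadjusted p under 0.05, 1797 probes differed in BMMs, 1093 in pre-osteoclasts and 943 in mature osteoclasts, where chance alone gives 670. With only the 6 arrays of a stage in the fit, the counts at an adjusted p under 0.05 were 0 at all 3 stages, and leaving out 1 array at a time gave 4 to 31 in BMMs, 5 to 11 in pre-osteoclasts and 8 to 27 in mature osteoclasts. For median-centred arrays, each array was set to a common median over all 25697 probes, most of which were undetected. The median genotype difference over the tested probes was then −0.43 in BMMs, −0.20 in pre-osteoclasts and −0.13 in mature osteoclasts. In this scaling 786 probes (9 higher and 777 lower), 4 and 2 differed at these stages. Olfactory receptors, which were near background, had a median difference of 0.15 in BMMs there, so a difference in this scaling varied with the level of the signal.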

Differential expression analysis indicated that the pre-osteoclast and osteoclast population expressed high levels of osteoclast markers, like for example Ctsk, calcitonin receptor, and TRAP (data not shown), confirming the differentiation stage of the three populations. 

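Ctsk, which encodes the collagen-degrading protease cathepsin K, was at 7.71 ± 0.35 log2 units in BMMs, 14.89 ± 0.09 in pre-osteoclasts and 14.71 ± 0.12 in mature osteoclasts (SD, n = 6 each, with the genotypes averaged). This is a 145-fold rise in pre-osteoclasts (adjusted p = 8.35e-19 from limma) and a 128-fold rise in mature osteoclasts (adjusted p = 2.81e-19). Acp5, which encodes TRAP, was detected in 1 of 6 BMM arrays, at 5.15 ± 0.18, and rose to 10.30 ± 0.12 and 11.67 ± 0.19 (adjusted p = 4.24e-16 and 1.49e-17). The calcitonin receptor gene Calcr was below detection in all 6 BMM arrays and was detected in 3 of 6 pre-osteoclast arrays, at 5.45 ± 0.62, at least 1.07-fold higher (adjusted p = 0.000265). In mature osteoclasts it was detected on all 6 arrays, at 8.38 ± 0.29, at least 8.20-fold higher (adjusted p = 7.39e-12).

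Of 15 measured osteoclast markers, 13 were higher in pre-osteoclasts and 15 in mature osteoclasts than in BMMs at an adjusted p under 0.05 (also 13 and 15 when adjusted over the list alone). Mmp9, a gelatinase, rose from 6.73 to 14.70 and 14.89, and Dcstamp, which is needed for cell fusion, was at least 87.3-fold and at least 186-fold higher. Car2, the carbonic anhydrase that supplies protons for resorption, was at least 41.5-fold and at least 65.3-fold higher. The exceptions in pre-osteoclasts included Itgb3, which was detected on 1 of 6 BMM arrays and 0 of 6 pre-osteoclast arrays (adjusted p = 0.961). In mature osteoclasts it was detected on the 3 ERα ΔLysM arrays and on 0 of the 3 ERα f/f arrays, so that its rise there (adjusted p = 0.00247) rests on the ERα ΔLysM cells. The list rose as a set at both stages by limma's camera test with its preset correlation of 0.01 (adjusted p = 6.21e-09 and 7.07e-10), and also with an estimated correlation (adjusted p = 0.00398 and 0.00155).

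All 11 measured macrophage markers were lower at both stages, with a median log2 difference of −4.12 in pre-osteoclasts and −4.21 in mature osteoclasts (camera adjusted p = 3.56e-10 and 4.06e-08; adjusted p = 0.000684 and 0.0014 with an estimated correlation). The fractalkine receptor gene Cx3cr1 fell from 12.27 in BMMs to 7.49 in pre-osteoclasts and was at least 107-fold lower in mature osteoclasts. Irf8, a transcription factor of the macrophage lineage, was at 9.59 in BMMs and 5.29 in pre-osteoclasts and was at least 16.8-fold lower in mature osteoclasts.

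**Figure D2:**
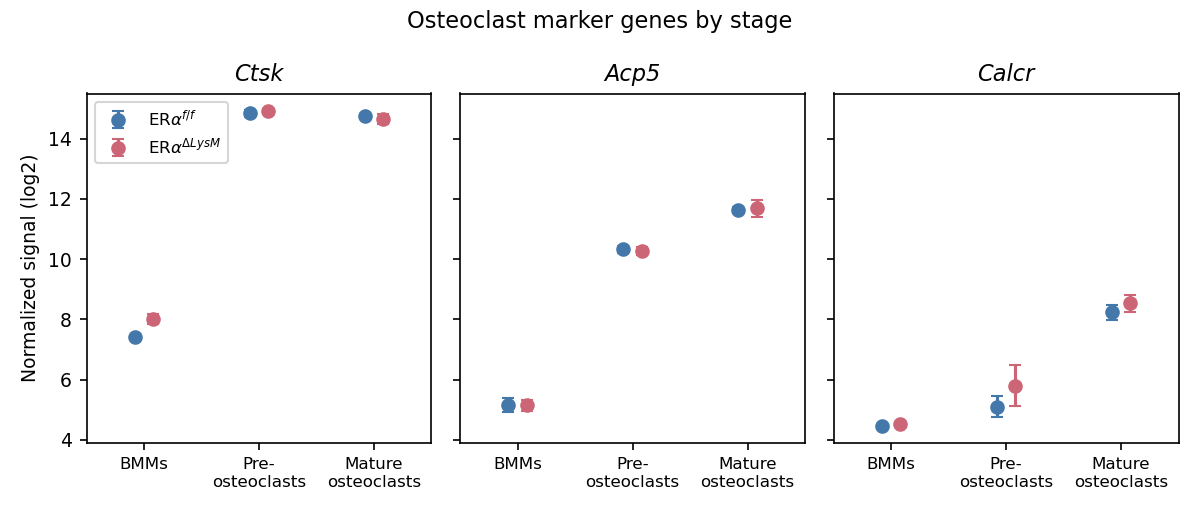
Mean log2 level of Ctsk, Acp5 and Calcr (vertical axis) at each stage (horizontal axis) in ERα f/f and ERα ΔLysM cells, with error bars of 1 SD over 3 arrays. Ctsk and Acp5 are high from the pre-osteoclast stage on, while Calcr averages 5.45 in pre-osteoclasts and 8.38 in mature osteoclasts.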

We next performed gene-set enrichment analysis using Gene Ontology and PIANO (Platform for Integrated Analysis of Omics data)^40^ to identify cellular processes affected by estrogens. 

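In ERα ΔLysM BMMs the 33 measured subunits of complex I, which passes electrons from NADH to ubiquinone, had a median log2 difference of 0.23 from ERα f/f BMMs, with 28 of them above 0. They shifted together by camera (adjusted p = 0.00126, and 0.660 with an estimated correlation), but with median-centred arrays their median was −0.38 against −0.43 for all tested probes. Differences in that scaling varied with signal level, and the complex I genes are bright, so it does not alone decide on the shift. With the brightness of the arrays in the fit, a term chosen after seeing the data, the camera adjusted p was 0.394. This term is partly tied to genotype, since 2 ERα ΔLysM and 0 ERα f/f BMM arrays were dim. The 11 measured assembly factors of complex I went the other way, with a median of −0.22 (adjusted p = 0.03; adjusted p = 0.325 with an estimated correlation). Of these, 1 was lower over all tested probes, and 2 were lower when adjusted over the list alone. It was Ndufaf4, at 9.78 ± 0.14 in ERα ΔLysM and 10.41 ± 0.18 in ERα f/f BMMs (SD, n = 3 each, adjusted p = 0.0472). The subunits of the other complexes did not pass the test, with medians of −0.10 for complex II (adjusted p = 0.253), 0.08 for complex III (adjusted p = 0.29), 0.15 for complex IV (adjusted p = 0.28) and 0.21 for complex V (adjusted p = 0.0557). Enzymes of the TCA cycle, with a median of 0.00 (adjusted p = 0.782), and of fatty acid oxidation, with 0.03 (adjusted p = 0.998), did not pass either. Whether complex I differs from the other complexes was not tested, and the median of complex V was close to its own.

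In mature osteoclasts the complex I subunits had a median difference of 0.06, with 26 of 33 above 0 (adjusted p = 0.653), and those of complex IV 0.09, with 10 of 11 above 0 (adjusted p = 0.558). In pre-osteoclasts the complex I median was 0.02 (camera adjusted p = 0.731). There the mean of the list on single arrays ran from 11.63 to 12.20 in ERα f/f and from 11.76 to 12.17 in ERα ΔLysM cells. With median-centred arrays the complex I medians were −0.15 in mature osteoclasts and −0.26 in pre-osteoclasts, beside −0.13 and −0.20 for all tested probes.

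Outside the respiratory chain, all 11 measured neutrophil markers had differences above 0 in ERα ΔLysM BMMs, with a median of 0.55 (camera adjusted p = 1.54e-05, and 0.325 with an estimated correlation). In median-centred arrays their median was 0.01 with 6 above 0, against −0.43 for all tested probes (camera adjusted p = 0.00594 for the markers). One of them, the lactoferrin gene Ltf, was higher over all tested probes, at 10.75 ± 0.08 against 10.10 ± 0.15 (SD, n = 3 each, adjusted p = 0.0202), and 3 were higher when adjusted over the list alone. The second Ltf probe, near background, gave 0.04 (adjusted p = 0.96). In pre-osteoclasts the 11 markers had a median of 0.48 (adjusted p = 3.30e-08; adjusted p = 0.171 with an estimated correlation), and Ltf was again higher, by 0.67 (adjusted p = 0.0173).

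Interferon-stimulated genes, which encode antiviral proteins, had a median of −0.28 in ERα ΔLysM BMMs, with 17 of 19 below 0 (adjusted p = 0.00248; adjusted p = 0.325 with an estimated correlation). Oasl1 alone of them was lower, by −0.78 (standard error 0.15, adjusted p = 0.0472), both over all tested probes and over the list alone, while its other probe gave −0.39 (adjusted p = 0.655). Another gene of this list, Ifit3, had 1 probe that was lower by −1.01 (adjusted p = 0.0487), while its other probes gave −0.44 and −0.49 (adjusted p = 0.488 and 0.496). Osteoclast markers had a median of 0.13 in BMMs (camera adjusted p = 0.0458, and 0.357 with an estimated correlation). Several of them, among them Calcr, Acp5, Itgb3, Dcstamp and Car2, were at or near background in BMMs. In median-centred arrays the median of the markers was −0.08, against −0.43 for all tested probes (camera adjusted p = 0.0165 for the markers). Olfactory receptors, near background too, were at 0.15 in that scaling, so the shift of the markers may reflect low signal. Of the 15 marker genes, Ctsk was higher over all tested probes, at 8.01 ± 0.18 against 7.40 ± 0.05 (SD, n = 3 each, adjusted p = 0.0351), and 2 were higher when adjusted over the list alone. Olfactory receptors, 70 of 91 above 0 and near background, had a median of 0.15 (adjusted p = 0.00817; adjusted p = 0.325 with an estimated correlation), although the receptor that passed alone, Olfr107, was lower, being below detection in ERα ΔLysM BMMs (adjusted p = 0.0428). In pre-osteoclasts cell cycle genes had a median of −0.11 with 18 of 20 below 0 (adjusted p = 0.0253), and macrophage markers −0.18 with 7 of 11 below 0 (adjusted p = 0.0472). With an estimated correlation both gave adjusted p = 0.171, and no member of either list passed alone by limma, where 1 cell cycle gene and 4 macrophage markers were lower at an unadjusted p under 0.05.

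Of 38 lists, 7 shifted in BMMs, 3 in pre-osteoclasts and 0 in mature osteoclasts by camera in limma (9, 5 and 3 at an unadjusted p under 0.05). The 7 include the genes of the study's heat map (Fig. 4d), a list chosen on these arrays. With an estimated correlation, and by fry, which asks whether the genes of a list move 1 way on balance, the counts were 0 at every stage.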

ERα-deleted osteoclast progenitors and mature osteoclasts exhibited significant enrichment for “transmembrane electron transfer carrier”, suggesting that ERα signaling inhibits oxidative phosphorylation (Fig. 4c).

**Figure 4:**
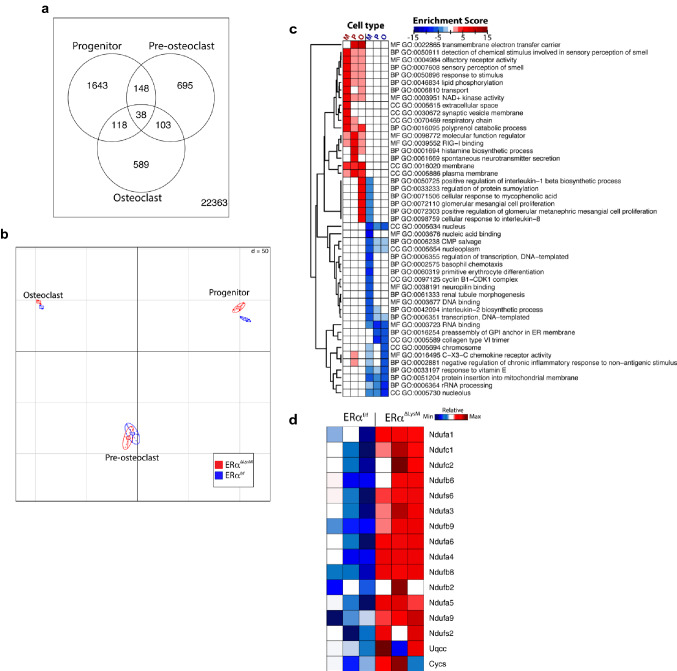
Gene expression profiling in osteoclastic cells lacking ERα. (**a**) A Venn diagram shows overlap between ERα-regulated genes in osteoclast progenitors, pre-osteoclasts and mature osteoclasts. (**b**) Principle component analysis shows intrinsic variability of transcriptome among different samples in the study. (**c**) Functional enrichment heat map based on Gene Ontology of genes up-regulated or down-regulated by ERα deletion in LysM-Cre targeted cells. M = BMMs, P = pre-osteoclasts and O = mature osteoclasts. (**d**) Gene expression heat map of mitochondria complexes I–V genes that have an adjusted-*p* value < 0.05.

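Over the 3 stages 66 probes passed the test between the genotypes at least once, 10 of them at more than 1 stage and 0 at all 3. Cyb561, Tnfrsf9, Arf2 and Nsf were higher in both pre-osteoclasts and mature osteoclasts lacking ERα, where independent lists of these sizes share 0.00574 probes on average. The lists may not be independent, since mice shared across stages are not excluded and all stages share 1 estimate of spread per probe. Of these genes Cyb561, Arf2 and Nsf also lie among the neighboring genes on chromosome 11 named above, so they need not be separate changes. In mature osteoclasts Cyb561 was higher by 1.33 (adjusted p = 0.000434), Arf2 by 1.12 (adjusted p = 0.000146) and Tnfrsf9 by 1.04 (adjusted p = 0.0075), where its other probe gave 0.86 (adjusted p = 0.1). Tmem267 was lower at both of these stages, by −1.05 in mature osteoclasts (adjusted p = 0.00404). BMMs and pre-osteoclasts shared Ltf among the higher probes, and Cox18 and a probe without a gene symbol (ILMN_2633062) among the lower. BMMs and mature osteoclasts shared Kitl, below detection in ERα ΔLysM BMMs (adjusted p = 0.0363), and Acbd4, lower by −0.92 in BMMs and −0.95 in mature osteoclasts (adjusted p = 0.0363 and 0.0299; its other probe gave −0.74 and −0.58, adjusted p = 0.0363 and 0.186).

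The difference between the genotypes itself differed between stages for 11 probes by limma's test of the interaction at an adjusted p under 0.05. Vegfa, detected on all 18 arrays, had a genotype difference of 0.14 in mature osteoclasts, 1.25 above that in BMMs (adjusted p = 0.0322). The other probe of Vegfa, also lower in BMMs, was not among the 11. Arf2, also detected throughout, had a genotype difference of 1.12 in mature osteoclasts, 0.90 above the 0.21 in BMMs (adjusted p = 0.0418). The interaction of both genes thus had the same sign, though Vegfa differed mainly in BMMs and Arf2 mainly after RANKL. For the other 9 probes at least 1 stage had a group below detection: Ccnd2 was detected in BMMs alone, and Cyb561, Tnfrsf9 and Tmem267 only after RANKL, so that their tests compare a difference with background. The count was 3 with median-centred arrays and 21 with array weights.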

Because of our finding that the primary targets of estrogen action are osteoclast progenitors, we focused our attention on the genes altered by estrogen in this cell population. We then used gene set enrichment analysis (GSEA)^50^ to broadly test for enrichment of well-defined gene sets from the comprehensive Molecular Signature Data Base (MSigDB), version 5.1 (www.broadinstitute.org) and Ingenuity Pathway Analysis (IPA) for RANKL-dependent genes, which are downregulated by estrogen in ERα positive versus ERα negative cells. The expression of 14 of the 46 genes that encode mitochondrial complex I proteins^51^ were higher in ERα-deleted BMM. They include Ndufa1, 3, 4, 5, 6, 9, Ndufb2, 6, 8, 9, and Ndufc1, 2, Ndufs2, 6 (Fig. 4d). 

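The subunits of complex I were measured through 33 genes of a list of 37. In ERα ΔLysM BMMs 28 had a log2 difference above 0 and 5 below 0, while with median-centred arrays 2 of the 33 lay above 0 and 20 above the median of all tested probes. At an adjusted p under 0.05 from limma 0 of them were higher and 0 lower, also when adjusted over the list alone. At an unadjusted p under 0.05, 7 were higher and 0 lower: Ndufa4, Ndufa5, Ndufa9, Ndufb2, Ndufb8, Ndufc2 and Ndufv3. The largest difference was that of Ndufa5, 0.67 (standard error 0.31, adjusted p = 0.365), and its second probe gave 0.27 (adjusted p = 0.724). Ndufa4 and Ndufv3 had 0.27 (standard error 0.11) and 0.45 (standard error 0.18), with adjusted p = 0.292 and 0.296. Ndufa1, Ndufa3, Ndufa6, Ndufb6, Ndufb9, Ndufc1 and Ndufs6 had differences of 0.23 to 0.47 and adjusted p from 0.412 to 0.614. Ndufab1, which also serves mitochondrial fatty acid synthesis, had the most negative value, −0.37 (adjusted p = 0.51). Ndufs4, at 0.09 with its main probe, had another probe at −0.66 (adjusted p = 0.139).

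The mean of the 33 genes was 11.42 ± 0.06 in ERα ΔLysM and 11.21 ± 0.11 in ERα f/f BMMs (SD, n = 3 each), and each ERα ΔLysM array lay above each ERα f/f array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). In pre-osteoclasts the means were 12.00 ± 0.21 and 11.94 ± 0.29 (SD, n = 3 each, exact p = 0.8), and in mature osteoclasts 12.44 ± 0.03 and 12.38 ± 0.11 (exact p = 0.4). The rise from BMMs to mature osteoclasts was larger than the difference between genotypes: all 33 genes were higher in mature osteoclasts at an adjusted p under 0.05, with a median of 1.06. The list of complex I genes and 2 others that the study shows as a heat map (Fig. 4d) was chosen on these arrays, so its direction is not independent evidence. Of its 15 measured genes, 13 lay above 0 in ERα ΔLysM BMMs, with a median of 0.29 and 0 past an adjusted p under 0.05 from limma (6 higher at an unadjusted p under 0.05; camera adjusted p = 0.0013; adjusted p = 0.426 with an estimated correlation).

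From the enrichment of electron transfer carriers in ERα-deleted progenitors and mature osteoclasts (Fig. 4c), the paper proposes that ERα signaling inhibits oxidative phosphorylation. It then turns to the progenitors, as the cells on which estrogens act, and states which complex I genes were higher in them (Fig. 4d).

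**Figure D3:**
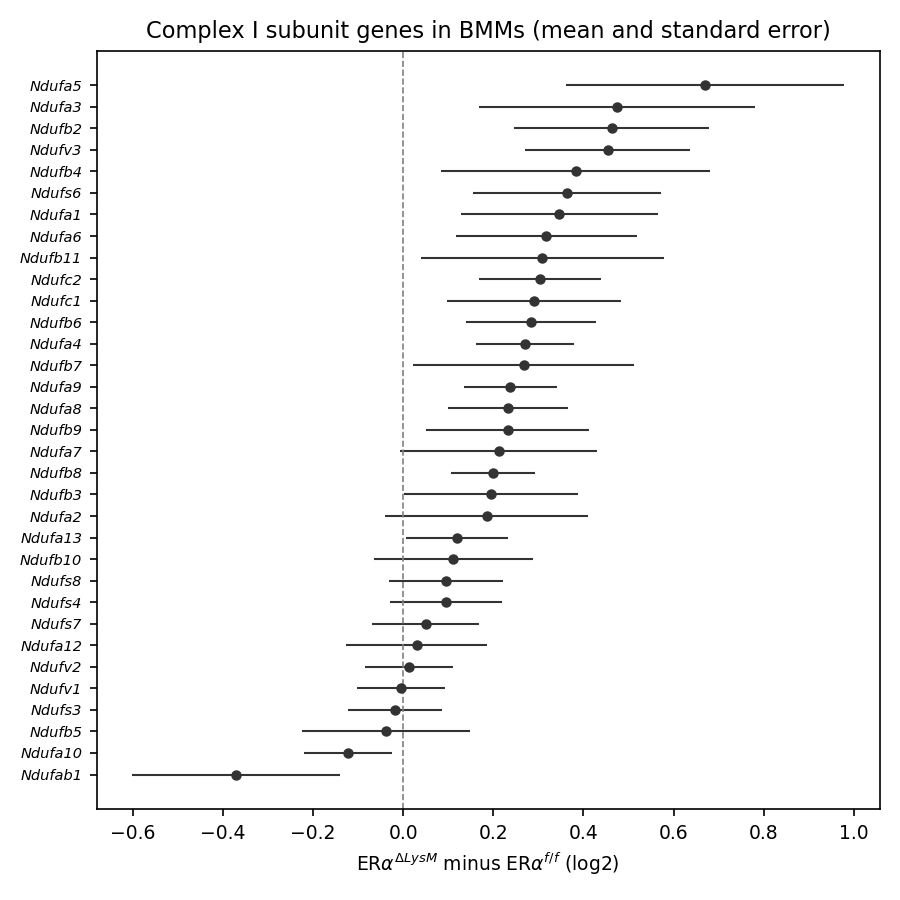
Log2 difference between ERα ΔLysM and ERα f/f BMMs (horizontal axis) for each of the 33 measured complex I genes (vertical axis), with error bars of 1 standard error. Of the points 28 lie above 0 and 0 pass an adjusted p under 0.05. With median-centred arrays, where the median of all tested probes is −0.43, 2 lie above 0 and 20 above that median.

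**Figure D4:**
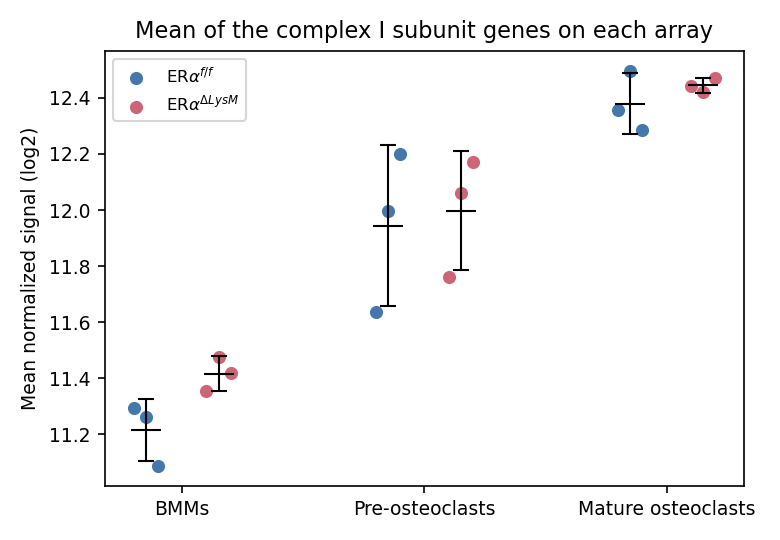
Mean log2 level of the 33 complex I genes on each array (vertical axis), by stage and genotype (horizontal axis), with the group mean and 1 SD. The ERα ΔLysM BMM arrays lie between 11.35 and 11.48 and the ERα f/f BMM arrays between 11.09 and 11.29, while the genotypes overlap at the later stages. With median-centred arrays the median difference in BMMs is −0.38, beside −0.43 for all tested probes.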

Expression of Uqcc (complex III), and Cycs, the electron carrier between complex III and IV, was also increased.

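Uqcc1, the current symbol of Uqcc, which encodes an assembly factor of complex III, was at 9.97 ± 0.06 in ERα ΔLysM and 10.18 ± 0.05 in ERα f/f BMMs with its brighter probe (SD, n = 3 each), a log2 difference of −0.22 (adjusted p = 0.415 from limma). Its other probe gave 0.24 (adjusted p = 0.722). Cycs, the cytochrome c gene, was at 7.00 ± 0.16 and 7.12 ± 0.43 with its brighter probe, a difference of −0.12 (standard error 0.26, adjusted p = 0.893). Its other probe was at 6.58 ± 0.49 and 6.17 ± 0.19, a difference of 0.41 (standard error 0.21, adjusted p = 0.405). Neither gene passed the test with either probe, and the probes of each gene lay on opposite sides of 0.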

### E2 attenuates oxidative phosphorylation and ATP production in osteoclast precursors

Prompted by the results of the microarray, we went on to examined whether estrogens alter oxidative phosphorylation, by performing extracellular flux analysis in osteoclast progenitors. In BMMs from wild-type C57BL/6 mice, stimulation with RANKL for 48 h increased mitochondrial basal respiration, ATP-linked respiration, proton leak, maximum respiration (maximal electron transport chain activity), reserve respiratory capacity [the difference between the maximum oxygen consumption rate (OCR) and basal respiratory OCR, that provides cells flexibility during increased energy demands], and non-mitochondrial respiration (Fig. 5a–f)^52^. E_2_ had no effect in most of these mitochondrial measurements in cells not treated with RANKL (Fig. 5a–e), but effectively prevented the increase in mitochondria respiration caused by RANKL in most of these measurements. In addition, E_2_ inhibited non-mitochondrial respiration in both the absence and presence of RANKL (Fig. 5f). We next examined whether E2 could inhibit complex I activity using gradient blue native gel electrophoresis (BN-PAGE). BN-PAGE was developed for the separation of mitochondrial membrane proteins and complexes in the mass range of 10 KDa–10 MDa^53^. In‐gel activity of Complex I was assessed after separation of the protein complexes and incubation with the electron donor NADH, the substrate for NADH dehydrogenase. Six hours of exposure of BMMs to RANKL increased complex I activity, and this effect was greatly attenuated by E_2_ (Fig. 5g,h). Cardiac mitochondria isolated from mouse heart were used as positive control (Fig. 5g). In line with the inhibitory actions of E_2_ on respiration, E_2_ attenuated RANKL-stimulated ATP production (Fig. 6a).

**Figure 5:**
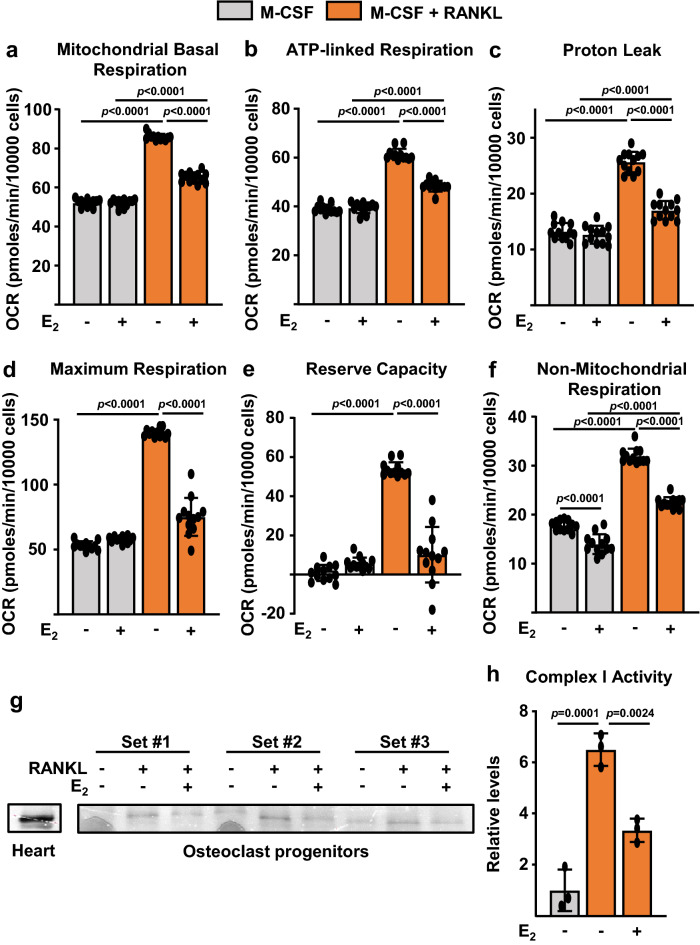
E_2_ attenuates mitochondria and non-mitochondrial respiration in osteoclast progenitors. BMMs were cultured with M-CSF, or with M-CSF and RANKL for 2 days. (**a**–**f**) Different fractions of mitochondrial and non-mitochondrial respirations per cell, in cells untreated or treated with E_2_ for 48 h, measured by Seahorse. n = 12–14/group. Data represent mean ± S.D.; *p* values analyzed by 2-way ANOVA. (**g**–**h**) BMMs were cultured with M-CSF and RANKL in the presence or absence of E_2_ for 6 h. (**g**) Complex I activity using non-gradient blue native gel electrophoresis of mitochondria isolated from BMMs cultured with M-CSF and RANKL in the presence or absence of E_2_ for 6 h. (**h**) The activity of complex I was quantified based on the average intensity of bands from three samples per treatment normalized for protein content. Data represent mean ± S.D.; *p* values analyzed by 2-way ANOVA (**a**–**f**) or 1-way ANOVA (**h**).

**Figure 6:**
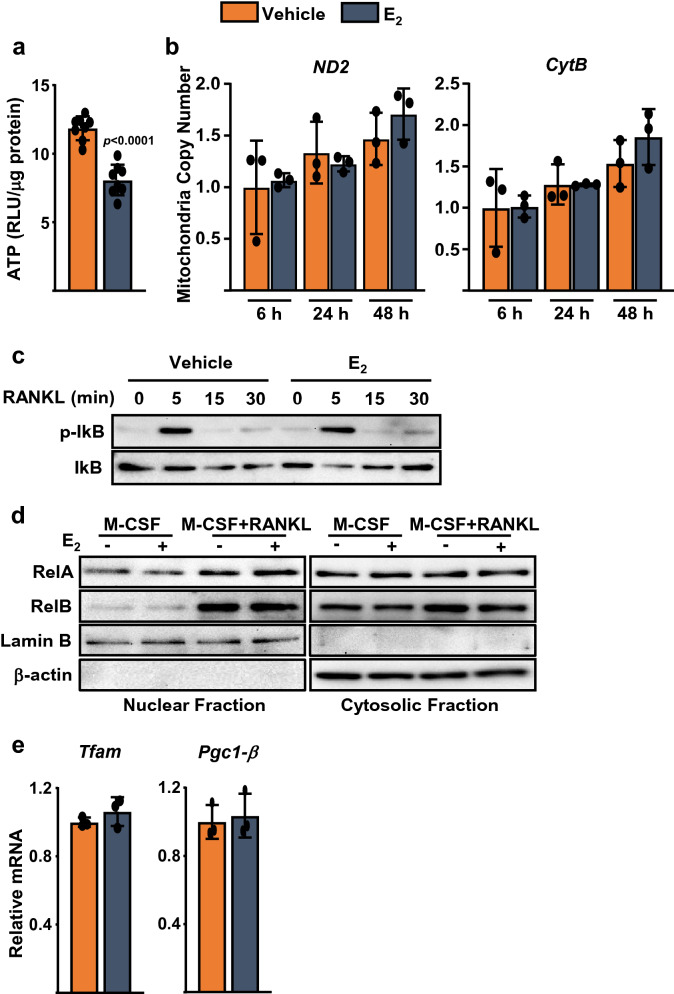
E_2_ attenuates ATP production in osteoclast progenitors. (**a**) ATP levels in BMMs treated with M-CSF and RANKL for 24 h in the presence or absence of E_2_; RLU, relative luminescence units, Data represent mean ± S.D.; *p* values analyzed by two tail unpaired *t* test. (**b**) Ratio of mitochondrial:nuclear DNA determined in BMMs treated with M-CSF and RANKL with or without E_2_ for the indicated times. (**c**, **d**) Protein levels by Western blotting in the whole cell lysates, nuclear, or cytosolic fractions of BMMs pre-treated with E_2_ for 30 min, followed by RANKL for the indicated time points (**c**), or for 6 h (**d**). (**e**) mRNA levels in BMMs treated with M-CSF and RANKL with or without E_2_ for 24 h.

It is well established that RANKL increases mitochondria biogenesis during osteoclastogenesis^10,12^. To examine whether E_2_ could alter mitochondrial content, we measured the DNA levels of two genes encoded by the mitochondria genome ND2 and Cytochrome b (normalized to genomic DNA content). E_2_ had no effect on the levels of the two genes up to 48 h, suggesting that the inhibitory actions of E_2_ on complex I activity and respiration are independent of changes in mitochondrial content (Fig. 6b). RANKL stimulates mitochondria biogenesis, at least in part, via the non-canonical NF-kB pathway and RelB^54^. Therefore, we examined whether E_2_ altered RANKL-induced canonical or non-canonical NF-kB activity. As expected, RANKL stimulated the phosphorylation of IkB and the nuclear accumulation of RelA or RelB, respectively (Fig. 6c,d). E_2_, however, had no impact on the NF-kB pathway in the presence or absence of RANKL. Likewise, E_2_ had no effect on the levels of PGC1-β and Tfam, two transcription factors that regulate mitochondrial biogenesis (Fig. 6e).

### Rotenone mimics the effects of E_2_ on osteoclast progenitors

Finally, to independently ascertain whether inhibition of complex I alone is sufficient to promote osteoclast progenitor apoptosis and a decrease in osteoclastogenesis, we examined the effects of rotenone, a specific inhibitor of mitochondrial complex I. Similar to E_2_, treatment with rotenone for 24 h increased caspase 3 activity in osteoclast progenitors from control mice (Fig. 7a). The pro-apoptotic effect of rotenone was abrogated in Bak and Bax-deficient cells from Bak^Δ^Bax^ΔLysM^ mice. Likewise, the presence of rotenone during only the first 24 h decreased osteoclastogenesis, as determined by enumeration of osteoclasts (Fig. 7b) and expression of Cathepsin K (Fig. 7c), at the end of the 5-day culture. The suppressive effect of rotenone on osteoclastogenesis was attenuated in cells lacking Bak and Bax (Fig. 7b), indicating that the pro-apoptotic effect contributes to the inhibitory actions of this agent.

**Figure 7:**
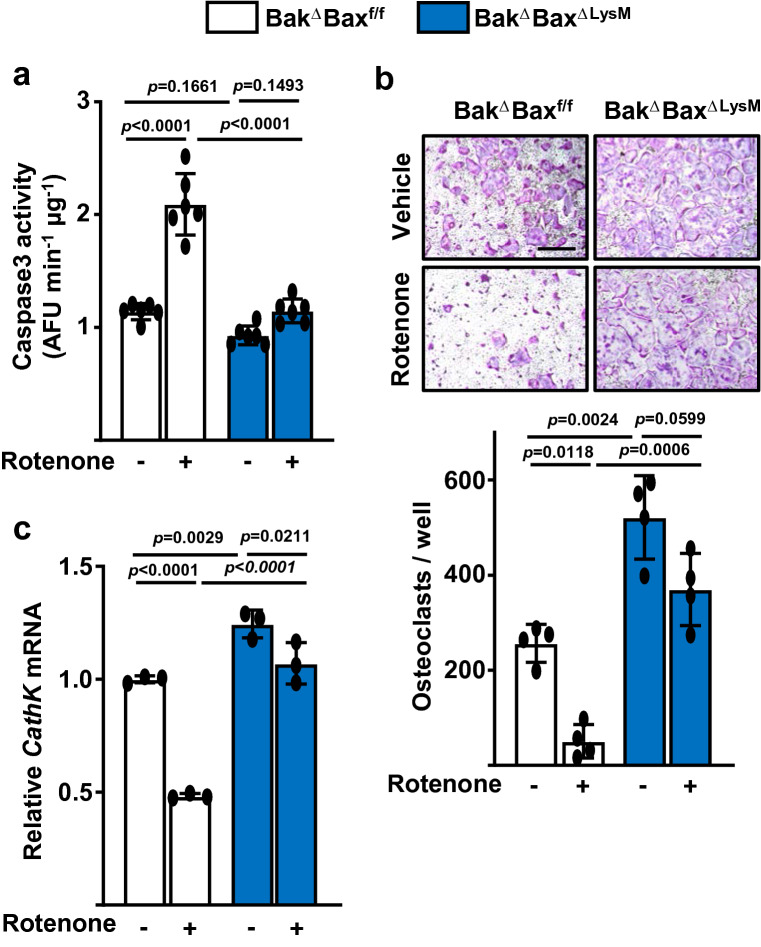
Rotenone decreases osteoclastogenesis by stimulating apoptosis of early osteoclast progenitors. (**a**) Apoptosis in BMMs treated with M-CSF and RANKL for 24 h in the presence or absence of Rotenone. (**b**) *top*, Representative pictures and *bottom*, number of TRAP-positive multinucleated osteoclasts derived from BMMs cultured with M-CSF and RANKL for 5.5 days. Rotenone or vehicle (DMSO) was added for the first 24 h of the culture period. Scale bar, 500 µm. (**c**) mRNA levels of Cathepsin K in cultures described in (**b**). Data represent mean ± S.D.; *p* values analyzed by 2-way ANOVA.

## Discussion

The anti-resorptive effects of estrogens in trabecular bone are mediated via ERα signaling in cells of the myeloid lineage leading to a decrease in osteoclast number. However, heretofore the downstream mediators have remained unclear. We and others had previously shown that E_2_ stimulates mature osteoclast apoptosis. Our findings in the present report indicate that these pro-apoptotic actions on mature osteoclasts do not contribute significantly to the inhibitory effects of E_2_ on osteoclastogenesis. Instead, our results suggest that estrogens promote the apoptosis of osteoclast progenitors and these effects, most likely, account for the decrease in osteoclastogenesis. Early inhibitory effects of estrogens during osteoclast differentiation were also reported in human cells and in murine RAW264.7 cells^44–46^. Most cell death in vertebrates occur via the intrinsic or mitochondrial pathway of apoptosis which requires Bak and Bax^55^. Both proteins are necessary for apoptosis in response to a diverse array of intrinsic death signals e.g. ER stress, DNA damage and a rise in intracellular ROS, and extrinsic death receptor signals. We found here that estrogens cause apoptosis of osteoclast progenitors and decrease osteoclast formation via Bak and Bax. We have previously elucidated that the mitochondrial death pathway decreases osteoblast number and bone mass^56^.

Earlier work had implicated the pro-apoptotic Fas/FasL system as a mediator of the inhibitory actions of estrogens on bone resorption^7^. FasL can promote apoptosis via Bax/Bak-dependent or independent mechanisms. We show here that E_2_ decreases osteoclastogenesis in osteoclast progenitors lacking FasL, but not in cells lacking Bak/Bax suggesting that Bak/Bax stimulation, independently of FasL, is responsible for the decrease in osteoclast formation. These evidence together with the findings that FasL^gld/gld^ mice lose bone mass following OVX indistinguishable from controls does not support the contention that FasL plays a critical role in the effects of estrogens on bone^19–22^. The reasons for the different results between our study and that of Nakamura et al. with the same FasL^gld/gld^ mice are unclear. One possible explanation for this discrepancy is the fact that in the previous work mice were estrogen deficient for just 2 weeks, in contrast to 6 weeks in our study. In addition, unlike Nakamura et al., we used microCT to quantify bone mass. Defects in the Fas/FasL system cause severe immune system disorders, which have been well characterized in Fas (Lpr) or FasL (Gld) deficient mice^57–59^. It is plausible that an altered immune response due to different environmental conditions also contributes to the discrepant results.

It has been previously shown that mitochondria biogenesis is stimulated as early as 48 h after addition of RANKL^10,54,60^. We show here that RANKL increases complex I activity as early as 6 h, well before an effect on mitochondria content can be detected. These findings suggest that RANKL exerts stimulatory effects on mitochondrial respiration that precede changes on mitochondria biogenesis. RANKL promotes mitochondria biogenesis, at least in part, via upregulation of the PPARγ coactivator Ppargc1β^10^. NF-kB signaling via RelB and NIK is also required for mitochondrial biogenesis in response to RANKL, and this requirement is independent of Ppargc1β^54^. However, we found no effect of E_2_ on mitochondrial content, Ppargc1β levels or the alternative NF-kB signaling. In contrast, E_2_ inhibited the early stimulatory effects of RANKL on complex I activity. This action of E_2_ is associated with decreased expression of genes involved in oxidative phosphorylation. Specifically, using an unbiased approach, we found that ERα signaling in osteoclast progenitors attenuates the expression of several genes of the mitochondrial complex I. The mammalian NADH dehydrogenase (complex I)—the largest respiratory chain complex—oxidizes NADH produced by the tricarboxylic acid cycle and the β-oxidation of fatty acids, reduces ubiquinone in the inner mitochondrial membrane, and supplies the rest of the electron transport chain with electrons to reduce O_2_ to water. It is also a major source of reactive oxygen species^61^. Natural estrogens such as 17α-estradiol, E_2_, and estrone, or the synthetic estrogen diethylstilbestrol (DES) inhibit mitochondrial electron transport in rat uterus, liver, and skeletal muscle^62,63^. Additionally, studies in isolated liver mitochondria indicate that E_2_ leads to mitochondrial failure by interacting with the Flavin Mononucleotide site of complex I^64^. Moreover, work with murine models of compromised complex I activity has revealed that it plays a critical role in osteoclastogenesis. Indeed, Jin et al. examined the function of complex I in osteoclasts using mice lacking NADH: ubiquinone oxidoreductase iron-sulfur protein 4 (Ndufs4) in the myeloid lineage^65^. Ndufs4 is a nuclear-encoded protein critical for mitochondrial complex I assembly^66,67^. Deletion of Ndufs4 impaired osteoclast differentiation and caused high bone mass. This earlier work along with our present findings suggest that the anti-osteoclastogenic effect of estrogens is the result of reduced complex I activity. Future studies are needed to elucidate both the molecular mechanisms via which RANKL rapidly increases OXPHOS activity and the antagonistic effects of E_2_.

In contrast to their effects on osteoclasts, estrogens promote mitochondrial biogenesis and function in various other cell types from tissues such as the brain, heart, skeletal muscle and pancreas. In the brain and heart, estrogens enhance the efficiency of mitochondrial electron transport chain and attenuate mitochondrial ATP depletion and reduced membrane potential^68,69^ by modulating the expression of nuclear-encoded mitochondrial proteins or by activating cytoplasmic signaling pathways^70^. In both skeletal muscle and β-cells, ERα signaling promotes mitochondrial fission–fusion dynamics^71,72^. ERs associate with mitochondria in various cell types^73,74^. However, whether estrogens regulate mitochondria activity via mitochondria-associated ERα remains unclear.

We also show herein that rotenone, like estrogens, causes apoptosis of osteoclast progenitors via a Bak and Bax-mediated mechanism. The pro-apoptotic effects of rotenone are in line with its inhibitory actions on osteoclastogenesis and lipopolysaccharide-induced bone erosion^75,76^. Additional support for a critical role of compromised complex I activity on apoptosis is provided by the findings that macrophages and mature osteoclasts lacking Ndufs4 exhibited increased apoptosis^65^. Furthermore, deletion of the mitochondrial transcription factor A (Tfam) in osteoclasts reduces intracellular ATP levels and accelerates osteoclasts apoptosis in mice^77^. Importantly, the inhibitory effect of rotenone on osteoclast generation in the present work was greatly attenuated in cells lacking Bak and Bax, implicating apoptosis as a major consequence of complex I inhibition. The fact that rotenone mimics the effects of E_2_ on Bak/Bax dependent apoptosis, further supports the contention that inhibition of complex I is a critical mediator of the pro-apoptotic effects of estrogens on osteoclast progenitors. Be that as it may, we cannot rule out the contribution of other death pathways or alterations in cell cycle. Further studies will be required to examine the contribution, or lack thereof, of such alternative mechanisms to the anti-osteoclastogenic effects of estrogens.

Earlier studies of ours have shown that an E_2_ dendrimer conjugate (EDC), incapable of stimulating nuclear-initiated actions of ERα could not prevent the increase in trabecular bone resorption and the loss of trabecular bone following OVX^48^. These findings, along with the present results, suggest that nuclear actions of ERα mediate the effects of estrogens on the mitochondria of osteoclasts. Mitochondria complex I is a major source of reactive oxygen species (ROS)^78^ that, in turn, play a crucial role in osteoclast differentiation and function^79–83^. We have elucidated earlier that attenuation of mitochondrial H_2_O_2_ in osteoclast lineage cells contributes to the anti-resorptive and bone protective actions of estrogens^33,84^. The inhibitory effects of E2 on complex I activity provides a potential mechanism for the previously described actions of sex steroids in suppressing mitochondrial H_2_O_2_.

In conclusion, the work described herein suggests that the pro-apoptotic and anti-osteoclastogenic actions of estrogens result from the inhibition of mitochondria complex I activity in osteoclast progenitors. Future in vivo studies will be required to establish the contribution of complex I and osteoclast progenitor apoptosis to the bone protective actions of estrogens.

## Supplementary information

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

The microarray data of this study is deposited at GEO database under Accession Number GSE111237 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111237). Other datasets generated during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Estrogens decrease osteoclast number by attenuating mitochondria oxidative phosphorylation and ATP production in early osteoclast precursors
**Source:** Sci Rep. 2020 Jul 20;10:11933. doi: 10.1038/s41598-020-68890-7
**Supplement:** Supplementary file 1 — Supplementary file1

Supplementary data

Estrogens decrease osteoclast number by attenuating mitochondria oxidative phosphorylation and ATP production in early osteoclast precursors

Ha-Neui Kim¹, Filipa Ponte¹, Intawat Nookaew², Serra Ucer Ozgurel¹, Adriana Marques-Carvalho³, Srividhya Iyer⁴, Aaron Warren¹, Nukhet Aykin-Burns⁵, Kimberly Krager⁵, Vilma A Sardao³, Li Han¹, Rafael de Cabo⁷, Haibo Zhao¹, Robert L. Jilka¹, Stavros C. Manolagas^{1,4,6,8}, Maria Almeida^{1,4,6,8}

⁷Translational Gerontology Branch, NIA, NIH, Baltimore, MD, USA.

⁸Contributed equally.

# Supplementary material for: Estrogens decrease osteoclast number by attenuating mitochondria oxidative phosphorylation and ATP production in early osteoclast precursors
**Source:** Sci Rep. 2020 Jul 20;10:11933. doi: 10.1038/s41598-020-68890-7
**Supplement:** Supplementary file 2 — Supplementary file2

Fig 1. (e) : ER- α

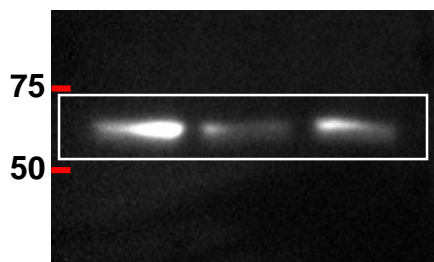

Fig 1. (e) : NFATc1

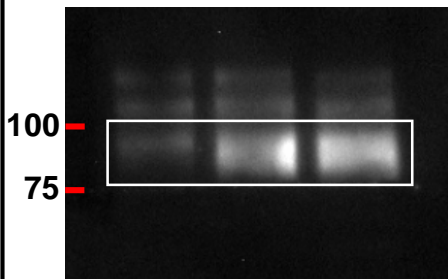

Fig 1. (e) : β -Actin

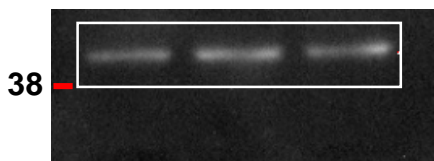

Fig 5. (g) : Complex I Activity

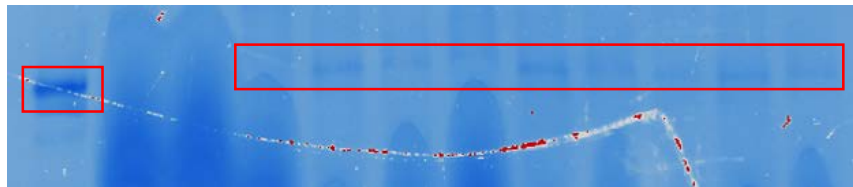

Fig 6. (c) : p-I κ B

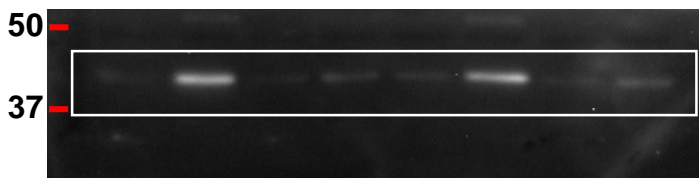

Fig 6. (c) : I κ B

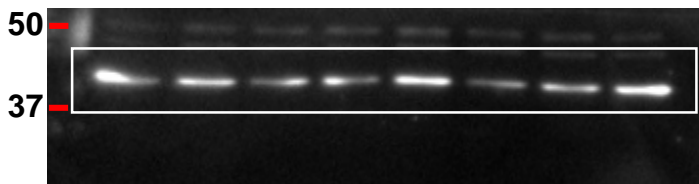

Fig 6. (d) : RelA

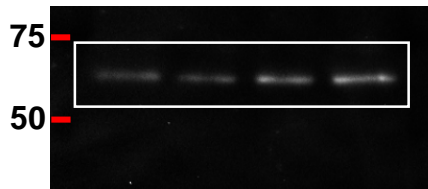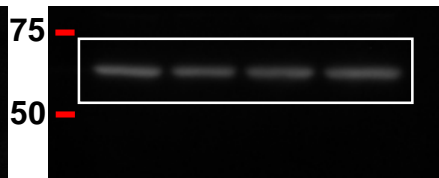

Fig 6. (d) : RelB

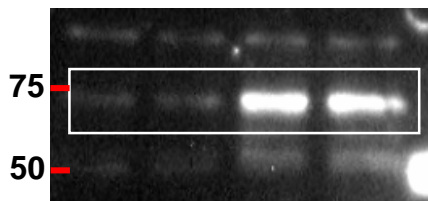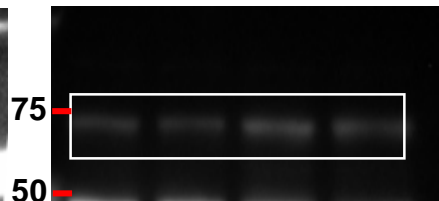

Fig 6. (d) : Lamin B

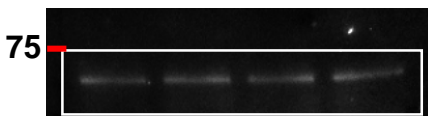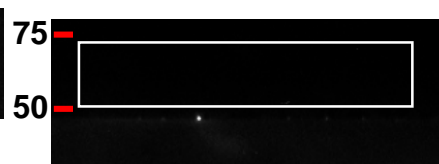

Fig 6. (d) : β -Actin

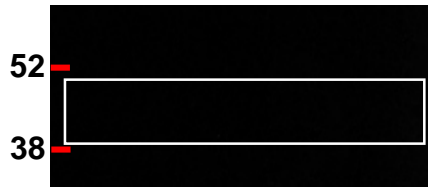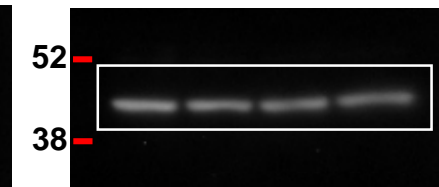

Nuclear Fraction

Cytosolic Fraction

# Supplementary material for: Estrogens decrease osteoclast number by attenuating mitochondria oxidative phosphorylation and ATP production in early osteoclast precursors
**Source:** Sci Rep. 2020 Jul 20;10:11933. doi: 10.1038/s41598-020-68890-7
**Supplement:** Supplementary file 3 — Supplementary file3

Supplementary Figure. *The entire blots including molecular weight markers.* Uncropped raw data for immunoblotting analyses shown in main Figures are provided. Red or white rectangles indicate the proteins which are shown in the main Figures. Each lane is represented in the legends. The Western blot presented is representative of more than two independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

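RNA from BMMs, pre-osteoclasts and mature osteoclasts of ERα f/f and ERα ΔLysM mice was measured on 18 Illumina MouseRef-8 arrays, 3 for each of the 6 groups of genotype and stage. The paper names version 1 of the array, while the probe annotation used here is that of version 2. The authors hybridized total RNA, read the bead signals with a BeadArray reader and deposited mean bead intensity values per probe, without background subtraction or normalization between arrays, each with a detection p-value against the negative control beads of its array. The authors also deposited log2 values normalized with lumi. In these the values of an array follow the rank order of its own signals, with array medians of 5.108 to 5.115, and the background is corrected. Of 26529 measured features, 832 (3.14%) carried no probe ID and were left out, of which 786 had a median detection p of 0.05 or above.

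The intensity values of the remaining 25697 probes were background corrected, quantile normalized and log2 transformed with neqc in limma 3.58.1 (R 4.3.3), with an offset of 16, the background being estimated from the detection p values. The 13409 probes with a detection p under 0.05 on at least 3 arrays were tested. Of these 12632 carried 1 gene symbol, 777 none and 0 several, and 12625 matched the RefSeq gene table of the GRCm38.p6 assembly by gene number, which was used for chromosomes and neighboring genes. Where a gene had several probes, the one with the highest mean over all arrays stood for it in gene lists. Estrogen receptor probes were at background on every array. Signal over background limits what the arrays can show: a probe below detection gives no fold, only a bound.

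A cell-means model with 6 groups was fitted with lmFit and eBayes (12 residual and 3.69 prior degrees of freedom). The contrasts were ERα ΔLysM minus ERα f/f at each stage, their differences between stages, and later stages minus BMMs averaged over the genotypes. The median standard error of a genotype difference was 0.171 log2 units. Adjusted p values are Benjamini-Hochberg values over the tested probes, with a threshold of 0.05. Gene lists, 40 of them, were fixed before the data were examined, together with the design, the alternatives and the rule for named genes. The 38 lists with enough measured genes were tested with camera (preset correlation 0.01, and again with an estimated correlation) and fry, adjusted over the lists of a contrast. Named genes were those the paper names, the 12 highest and 12 lowest log2 differences in BMMs and the 8 of each at the other stages, among probes that passed the test with all 3 arrays of a genotype on 1 side, up to 2 members of a list that passed in each direction, and the 8 largest changes each way between mature osteoclasts and BMMs. Other genes were named after their values were seen. Means over a list were compared between genotypes with two-sided exact permutation tests. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 (pandas 2.3.3).

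The alternatives were the authors' log2 values, no background correction, median-centred arrays, no filter and a stricter one, fits with only the 6 arrays of a stage, a trended robust prior, array weights, blocks for the replicate number and for the replicate number within a genotype (with counts of 23 and 43 in BMMs), leaving out each array, other thresholds and, for lists, other tests and the mean of a gene's probes. The block within a genotype stood in for the animal, which is not stated. Terms for the brightness of the arrays and for variation between arrays, and unadjusted p values for complex I genes, were added after seeing the data. The pipeline was tested on simulated data, where 71% of probes changed by 1 log2 unit and 24% of those changed by 0.5 were recovered and 9.52% of 105 calls were false. The PIANO, GSEA and Ingenuity analyses of the study were not repeated, since their gene sets were not used here.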

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

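The tests of chromosome 11 and of the complex I shift were chosen only after these patterns were seen, while those of the neutrophil markers were set before their results.

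The difference between the genotypes differed between stages, by limma's interaction test, as follows. From BMMs to pre-osteoclasts it rose by 1.68 for Cyb561, 1.79 for Tnfrsf9, 1.31 for Vegfa, 1.09 for Ccnd2, 1.08 for Jmjd1c and 0.93 for Arf2, and moved by −1.47 for Tmem267 (adjusted p from 0.00304 to 0.0376). From BMMs to mature osteoclasts it rose by 1.70 for a probe without a gene symbol (ILMN_1238547), 1.11 for Olfr107, 1.15 for Ccnd2, 0.96 for Add3, 1.27 for Cyb561, 1.25 for Vegfa and 0.90 for Arf2, and moved by −1.17 for Tmem267 (adjusted p from 0.0242 to 0.0418). From pre-osteoclasts to mature osteoclasts the fitted value moved by −1.17 for Kitl (adjusted p = 0.034), which was detected in ERα f/f but not ERα ΔLysM mature osteoclasts and in neither genotype of pre-osteoclasts. Of all these probes Vegfa and Arf2 alone were detected in each group, and the other fitted values rest in part on background levels and give no exact size. The other probe of Vegfa did not pass this test. Of 100 splits of the arrays within the stages, 3, the real one included, gave as many as 11 probes. These splits remove the genotype difference at every stage and not the interaction alone, so this share does not decide on chance for the interaction. Mice shared across stages also stay open, and other splits gave 374 and 16 probes. The split with 374 sets ERα f/f pre-osteoclast 1 and ERα f/f mature osteoclasts 1 and 3 with all 3 ERα ΔLysM BMM arrays, ERα ΔLysM pre-osteoclasts 1 and 2 and ERα ΔLysM mature osteoclast 1, which points to a structure of the samples. This split keeps the genotypes apart in BMMs and mixes them at the later stages, so genotype in BMMs is part of it. Interferon-stimulated genes, which the paper does not discuss, had a median genotype difference of −0.28 in BMMs.

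Of the 60 genes with a known position that differed between the genotypes at any stage, 14 (23.3%) lie on chromosome 11, which holds 8.84% of the tested genes. A cluster of 8 within 100 neighboring genes was fuller than in all but a share of 0.00020 of 10000 shuffles (permutation p, median 4 and 95th percentile 5), while chromosome 10, which holds both Esr1 and the Cre locus, has 1. An inherited difference between the mice around 1 part of chromosome 11 would give such a cluster, a hypothesis that the genotype of the mice would have to test. The paper states a B6 background for its mice and uses littermates as controls, which leaves less room for such a difference without excluding it. Single probes that hybridize differently stay open, since 3 of 9 comparisons with other probes of the 14 genes (a share of 0.333) moved at least 0.5 times as far the same way. Within the cluster only Eftud2 and Acbd4 had another tested probe. Loss of ERα cannot be told apart from these explanations, since 0 of 7 classical estrogen response genes passed at any stage by limma (0, 1 and 1 were lower at an unadjusted p under 0.05 in BMMs, pre-osteoclasts and mature osteoclasts) and these response genes need not respond in this lineage.

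Complex I genes shifted together by a mean of 0.20 (standard error 0.13) in ERα ΔLysM BMMs by camera with its preset correlation, but not with an estimated correlation (adjusted p = 0.660) or by fry (adjusted p = 0.350). A score for variation between arrays, found within the later groups without mitochondrial genes, followed the BMM difference over 13120 other probes (r = 0.287 across genes, which are not independent, against up to 0.320 for splits that ignore genotype) and left 0.10 (standard error 0.08), a share of 0.483, of the shift. With this score in the fit the list still passed by camera with its preset correlation. Brightness of the arrays as a term left 0.07 (standard error 0.13), a share of 0.358. Neither result decides on array variation as a source, since both terms differed between the genotypes in BMMs and would also take up part of a genotype difference. The score averaged 0.11 in ERα ΔLysM and −0.11 in ERα f/f BMMs, and 2 ERα ΔLysM and 0 ERα f/f BMM arrays were dim. Loss of ERα stays open, since the exact permutation p of 0.1 is the smallest that 3 arrays against 3 allow. The real split of the BMMs moved the mean the most of 10, with up to 0.162 in the others, while in pre-osteoclasts the others reached 0.348 against 0.054 for the real split.

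Neutrophil markers, which the paper does not discuss, had medians of 0.55 in BMMs and 0.48 in pre-osteoclasts lacking ERα. Among these markers are abundant transcripts, with S100a8 going from 13.05 ± 0.08 to 13.60 ± 0.09 and S100a9 from 11.60 ± 0.22 to 12.20 ± 0.17 in BMMs (SD, n = 3 each), and the paper describes no sorting of the cultured cells. More cells of this lineage is a candidate explanation that stays open: 8 of 16 further neutrophil genes were measured, and no single one passed at any stage by limma. In BMMs 6 of the 8 had differences above 0, with a median of 0.25 and single genes from −0.28 to 0.46 (camera p = 0.0848, and 0.215 with an estimated correlation). In pre-osteoclasts 7 lay above 0, with a median of 0.16 (camera p = 0.0314, and 0.128 with an estimated correlation). In mature osteoclasts 4 lay above 0, and the markers themselves did not pass (median 0.23, camera adjusted p = 0.0825). Brightness of the arrays stays open too, since as a term it left a share of 0.778 of the mean difference (0.51, standard error 0.18, to 0.40, standard error 0.19). An effect of ERα on these genes was not tested apart from cell number.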

How the results depend on the processing

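The terms for array brightness and array variation, the unadjusted thresholds for complex I genes and the alternatives of the marker count and of the overlap were chosen after seeing the data. Unless stated otherwise, the cause of a change was not tested.

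The counts of probes that differ between genotypes depend on the processing. The main counts were 43 in BMMs, 10 in pre-osteoclasts and 23 in mature osteoclasts, with 11 for the interaction and 10 for the overlap. The authors' log2 values gave 43, 13 and 23. Osteoclast markers higher in mature osteoclasts numbered 14 or 15 of 15 under every alternative run. Complex I genes higher in BMMs numbered 0 under every alternative at an adjusted p under 0.05 from limma, and 7 at an unadjusted p under 0.05, 7 without the filter and 7 with the authors' values without the filter. Low signal over background keeps Esr1, Esr2 and Gper1 from being read. A fit with the slide as a factor was not run, since the slide is not given, and camera was not run with the replicate number within a genotype as a random factor.

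No background correction gave 190 probes in BMMs, 17 in pre-osteoclasts, 16 for the overlap and adjusted p = 0.0544 for osteoclast markers in BMMs. Median-centred arrays gave 786, 4 and 2 probes at the 3 stages, 3 for the interaction, 2 for the overlap and adjusted p = 0.556 for the Fig. 4d genes, 0.950 for complex I, 0.0657 for its assembly factors and 0.269 for macrophage markers in pre-osteoclasts. In this scaling Srd5a3 in BMMs was at −0.046, against a median of −0.43 for all tested probes. No filter gave 27 in BMMs, 66.5% for the first component and adjusted p = 0.269 for olfactory receptors. The stricter filter gave 68, 22 and 14, and unit variance gave 41.9% for the first component. Only the 6 arrays of a stage gave 0, 0 and 0, 0 for the overlap and adjusted p = 0.234 for osteoclast markers and 0.157 for macrophage markers, with fewer residual degrees of freedom by construction. The trended robust prior gave 133 and 16 in BMMs and pre-osteoclasts. Array weights gave 296 and 5 there, 21 for the interaction and adjusted p = 0.0766 for assembly factors and 0.0987 for osteoclast markers. An unadjusted p under 0.05 gave 1797, 1093 and 943, and one under 0.01 gave 642, 290 and 261, by construction.

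The replicate number as a block (replicate block) gave 23 in BMMs, 4 for the interaction and adjusted p = 0.0524 for osteoclast markers in BMMs. Whether the numbers pair the arrays across genotypes is undecided. Residuals of arrays that share a number correlated at −0.11 to 0.35, over 0.1 in 1 of 9 cases. A sample's own number gave its best match in 4 of 9, among them each mature osteoclast pair. Across stages it did in 2 of 9 for ERα f/f and 7 of 9 for ERα ΔLysM, at correlations of at most 0.107 and 0.092, so that shared mice across stages stay open for ERα ΔLysM, which bears on the interaction and the overlap. Dim arrays as a block gave 8 in BMMs, 10 in mature osteoclasts, 7 for the interaction, 5 for the overlap and adjusted p = 0.122 for the Fig. 4d genes and 0.394 for complex I. The array score gave 15 in BMMs.

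With an estimated correlation 0 lists shifted, with adjusted p = 0.426 for the Fig. 4d genes, 0.660 for complex I, 0.357 for osteoclast markers, 0.325 for assembly factors, interferon-stimulated genes, olfactory receptors and neutrophil markers in BMMs, and 0.171 for neutrophil markers, cell cycle genes and macrophage markers in pre-osteoclasts. By fry 0 shifted, with 0.113 for the Fig. 4d genes, 0.350 for complex I, 0.0510 for assembly factors, interferon-stimulated genes and osteoclast markers, 0.0567 for neutrophil markers in BMMs, 0.0729 for olfactory receptors and 0.0801 for the lists in pre-osteoclasts. The mean of a gene's probes gave 0.0569 for osteoclast markers in BMMs.

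Leaving out 1 array at a time gave 4 to 31 probes in BMMs: 5 without ERα f/f 2, 7 without ERα f/f 3, 27, 4 and 7 without ERα ΔLysM 1, 2 and 3, and 31 without ERα f/f 1. It gave 5 (without ERα ΔLysM 2) to 11 in pre-osteoclasts, and 8 (without ERα f/f 1) to 27 in mature osteoclasts, with 14 without ERα f/f 3. For lists in BMMs the adjusted p ran from 0.00536 to 0.176 for assembly factors (0.0507 without ERα f/f 1, 0.176 without ERα f/f 2), from 7.48e-05 to 0.0681 for interferon-stimulated genes (0.0681 without ERα f/f 1), from 0.00516 to 0.0595 for olfactory receptors (0.0595 without ERα ΔLysM 3) and from 0.0156 to 0.0944 for osteoclast markers (0.0796, 0.0843 and 0.0944 without ERα f/f 1, ERα f/f 2 and ERα ΔLysM 2). In pre-osteoclasts it ran from 0.00891 to 0.228 for cell cycle genes (0.228 without ERα f/f 1, 0.151 without ERα ΔLysM 2) and from 0.00203 to 0.228 for macrophage markers (0.228, 0.182, 0.0613 and 0.171 without ERα f/f 1, ERα f/f 2, ERα ΔLysM 1 and ERα ΔLysM 3). Calls were also gained: among lists of respiratory chain complexes and the Fig. 4d genes, leaving out 1 array made a list pass that otherwise did not in 6 cases.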

Differences from the paper's values

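The unadjusted threshold for complex I genes was chosen after seeing the data.

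The paper's Venn diagram shows about 1900 genes affected by ERα in osteoclast progenitors, about 980 in pre-osteoclasts and about 850 in mature osteoclasts (Fig. 4a, each a sum read by eye). Here 43, 10 and 23 probes differed at an adjusted p under 0.05, and the paper states no threshold for this figure. Of the alternatives set before the data were examined, an unadjusted p under 0.05 comes within 1.5-fold of the paper's values at all 3 stages, with 1797, 1093 and 943 probes. The others gave 0 to 786 in BMMs, 0 to 290 in pre-osteoclasts and 0 to 261 in mature osteoclasts.

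The paper counts 14 complex I genes as higher in ERα-deleted BMMs, where 0 were higher here at an adjusted p under 0.05 from limma. All alternatives set before the data were examined gave 0. An unadjusted p under 0.05, chosen after seeing the values, gave 7, and 6 of the 13 measured complex I genes that the paper names pass it. The heat map of genes with an adjusted p under 0.05 holds about 16 genes (Fig. 4d, read by eye), where 0 of the 15 measured passed here and 6 passed at an unadjusted p under 0.05, and no alternative at an adjusted p under 0.05 gave more than 0 complex I genes.

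The paper states that Uqcc and Cycs were increased in these cells. The brighter probes gave log2 differences of −0.22 for Uqcc1 and −0.12 for Cycs, and the other probes 0.24 and 0.41, all with adjusted p above 0.05. The paper also places the genes affected by ERα mostly in macrophages and pre-osteoclasts. Here pre-osteoclasts had fewer probes than mature osteoclasts (10 against 23). The order was that of the paper with the stricter filter (22 against 14), with median-centred arrays (4 against 2) and at an unadjusted p under 0.05 (1093 against 943) or under 0.01 (290 against 261), and without mature osteoclast ERα f/f replicate 1 the count there was 8, under the 10 of pre-osteoclasts. The paper finds enrichment for electron transfer in ERα-deleted mature osteoclasts, where here the complex I subunits had a median difference of 0.06 (adjusted p = 0.653), on lists other than those of the study.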

Other observations

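The split of marker genes within each genotype and the split of changed probes in BMMs were chosen after their results were seen.

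Transcripts of several metabolic pathways differed more between stages than between the genotypes. In mature osteoclasts all 11 measured enzymes of the TCA cycle were higher than in BMMs, with a median of 1.47 (camera adjusted p = 6.24e-06; adjusted p = 0.00347 with an estimated correlation), among them Idh3a by 2.04 and Mdh2 by 2.09. Of 13 genes of fatty acid oxidation 12 were higher, with a median of 1.36 (adjusted p = 2.67e-05; adjusted p = 0.00347 with an estimated correlation). The complex I subunits rose with a camera adjusted p = 4.06e-08, and adjusted p = 0.178 with an estimated correlation. Ppargc1b, a coactivator of mitochondrial biogenesis, rose from 6.59 in BMMs to 10.89 in pre-osteoclasts and 11.24 in mature osteoclasts (means, n = 6 each). Genes of glycolysis moved the other way in pre-osteoclasts, where 10 of 15 were lower and 2 higher (adjusted p = 0.00705; adjusted p = 0.194 with an estimated correlation), but not in mature osteoclasts, where 7 were lower and 5 higher (adjusted p = 0.479). Hk2 and the glucose transporter gene Slc2a1 were lower by −0.81 and −1.30.

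Genes of cholesterol synthesis changed direction between the stages. In pre-osteoclasts 9 of 14 were lower than in BMMs and 2 higher, with a median of −0.54 (adjusted p = 0.0114; adjusted p = 0.0444 with an estimated correlation). In mature osteoclasts 10 were higher and 1 lower, with a median of 0.98 (adjusted p = 0.0152; adjusted p = 0.0517 with an estimated correlation). Genes of ribosome biogenesis went the opposite way, 27 of 32 being higher in pre-osteoclasts (median 0.45; adjusted p = 0.00835 with an estimated correlation) and 23 lower in mature osteoclasts (median −0.44; adjusted p = 0.0118 with an estimated correlation). Cell cycle genes were lower for 14 of 20 in pre-osteoclasts and for all 20 in mature osteoclasts, where the median was −2.22 (adjusted p = 0.0014 with an estimated correlation) and Top2a fell by 3.09. Neutrophil markers, 11 of 11, were lower in mature osteoclasts than in BMMs, with a median of −2.24 (camera adjusted p = 2.96e-05; adjusted p = 0.13 with an estimated correlation).

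Of the pro-apoptotic genes that the study deletes, Bak1 was measured and Bax was not among the tested probes. Bak1 did not pass between genotypes in BMMs, with a difference of 0.06 (adjusted p = 0.944), and of 21 measured genes of apoptosis 0 passed by limma in BMMs, where 1 was higher and 3 lower at an unadjusted p under 0.05.

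Splits of the arrays that ignore genotype bear on these counts. The 6 arrays of a stage can be split in only 10 ways, too few for a share under 0.05. The real split gave 43 probes in BMMs, 10 in pre-osteoclasts and 23 in mature osteoclasts against at most 1, 2 and 1 in the other splits, so that 1 of 10 splits reached the real count at each stage. For gene lists the real split gave 7 in BMMs against at most 5 (1 of 10), 3 in pre-osteoclasts against at most 8 (6 of 10) and 0 in mature osteoclasts against at most 1 (10 of 10). The 7 include the Fig. 4d genes, a list that the study chose on the real genotypes, so the comparison in BMMs favors the real split. Complex I genes higher in BMMs numbered 0 in all 10. For the overlap of 10 probes between stages, 1 of 100 splits reached it, the highest other being 1. Splits other than the real one changed at most 1, 2 and 1 probes within a stage and so left few to share. This count therefore does not decide on chance for the overlap. Mice shared across stages also stay open. For osteoclast markers in mature osteoclasts, 1 of 100 splits reached the real count when the arrays were split within each genotype (15, highest other 14), and 9 of 100 when they were split with the genotypes pooled, a scheme that was run before the other (14, highest other 14). With 15 markers these counts lie at or near their limit, so neither scheme decides on chance. The size of the rise, with a median of 5.19 over the markers, rests on the limma test and not on the splits.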
